# *Pla2g12b* and *Hpn* Are Genes Identified by Mouse ENU Mutagenesis That Affect HDL Cholesterol

**DOI:** 10.1371/journal.pone.0043139

**Published:** 2012-08-17

**Authors:** Aleksandra Aljakna, Seungbum Choi, Holly Savage, Rachael Hageman Blair, Tongjun Gu, Karen L. Svenson, Gary A. Churchill, Matt Hibbs, Ron Korstanje

## Abstract

Despite considerable progress understanding genes that affect the HDL particle, its function, and cholesterol content, genes identified to date explain only a small percentage of the genetic variation. We used *N*-ethyl-*N*-nitrosourea mutagenesis in mice to discover novel genes that affect HDL cholesterol levels. Two mutant lines (Hlb218 and Hlb320) with low HDL cholesterol levels were established. Causal mutations in these lines were mapped using linkage analysis: for line Hlb218 within a 12 Mbp region on Chr 10; and for line Hlb320 within a 21 Mbp region on Chr 7. High-throughput sequencing of Hlb218 liver RNA identified a mutation in *Pla2g12b*. The transition of G to A leads to a cysteine to tyrosine change and most likely causes a loss of a disulfide bridge. Microarray analysis of Hlb320 liver RNA showed a 7-fold downregulation of *Hpn*; sequencing identified a mutation in the 3′ splice site of exon 8. Northern blot confirmed lower mRNA expression level in Hlb320 and did not show a difference in splicing, suggesting that the mutation only affects the splicing rate. In addition to affecting HDL cholesterol, the mutated genes also lead to reduction in serum non-HDL cholesterol and triglyceride levels. Despite low HDL cholesterol levels, the mice from both mutant lines show similar atherosclerotic lesion sizes compared to control mice. These new mutant mouse models are valuable tools to further study the role of these genes, their affect on HDL cholesterol levels, and metabolism.

## Introduction

Over the past few decades the incidence of cardiovascular diseases, caused by underlying atherosclerosis, has increased and become a public health concern [1], [2], [3], [4]. HDL cholesterol level is a negative risk factor for atherosclerosis and raising its level has been identified as a preventative strategy for disease management [5], [6], [7]. Despite considerable progress that has been made through genetic associations and studies on model organisms to unravel regulation of the HDL particle and its cholesterol content, recent studies suggest that gaps in knowledge about HDL regulation and its role in the disease remain to be filled [8]. First, genes identified to date explain only a small percentage of genetic variation, suggesting that many genes are yet to be identified [9]. Second, several clinical studies have identified individuals with a significant atherosclerosis burden despite low, normal, or elevated levels of HDL cholesterol [7], [10]. Third, although torcetrapib trials demonstrated significant increase in HDL cholesterol levels, the study failed to show a reduction in cardiovascular events [10]. Knowing and understanding genes that affect the HDL cholesterol, function, and protein content in full detail is critical: It will help us understand its role in lipid metabolism and in the development of atherosclerosis, and predict unwanted side effects of future treatment [6], [8]. We aim to discover novel genes that contribute to the phenotypic variability of HDL cholesterol levels.

One approach for identifying novel genes is by *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis in mice [11], [12]. Genes identified through this approach would either directly affect the HDL particle, its cholesterol content, or both, or indirectly influence metabolites and metabolic pathways that in turn affect the HDL particle, its cholesterol content, or both. Using this approach we established 2 mouse lines (Hlb218 and Hlb320) with low HDL cholesterol, identified the causal mutations, and characterized the mutants.

## Materials and Methods

### Animals, Housing, and Diet

Mutant mice (G0) were generated as part of The Jackson Laboratory's Heart, Lung, Blood, and Sleep Disorder Mutagenesis Program by treating male C57BL/6J (B6) mice with *N*-ethyl-*N*-nitrosourea (ENU). Protocols for generating, phenotyping and heritability testing of these ENU lines were described previously [12]. Briefly, to capture both dominant and recessive mutations, G0 mice were backcrossed twice to the B6 strain to generate G2 mice, which were then backcrossed to G1 mice to generate third generation ENU mutants (G3). Phenotyping G3 progeny identified two unique G3 animals with low HDL cholesterol levels that were then used to establish new inbred lines (Hlb218 and Hlb320): first, G3 (N2F1) animals were backcrossed to B6 mice (the third backcross); then their progeny (N3F1) with the low HDL cholesterol phenotype were further intercrossed (the number of intercross generations varied by experiment; see materials and methods section of each experiment for generation information). Both lines were cryopreserved and are publically available. The Mouse Genome Database (www.informatics.jax.org) accession numbers and JAX® Mice database (http://jaxmice.jax.org) stock numbers are as follows: Hlb218—MGI:2678708, stock #008508; Hlb320—MGI:3575147, stock #008507. C57L/J (C57L) and C57BL/6J-*Ldlr^Hlb301^*/J (*Ldlr* ENU) mice were purchased from The Jackson Laboratory, Bar Harbor, ME. All mice were housed in a temperature- and humidity-controlled pathogen-free facility with a 12 h∶12 h light∶dark cycle. Mice were housed in pressurized, individually ventilated duplex cages on shaved pine bedding and had free access to acidified water and a standard rodent chow diet containing 6% fat by weight (5kK2 LabDiet, Brentwood, MO). Mice involved in the test for susceptibility to atherosclerosis were fed an atherogenic diet (18.5% dietary fat, 1.9% corn oil, 50% sucrose, 4.1% cellulose, 20% casein, 1% cholesterol, 0.5% cholic acid, 5% mineral mix, 1% vitamin mix, 0.3% DL-methione, 0.13% α-tocopherol, 1% choline chloride; similar to the previously described diet) [13]. All experiments were approved by The Jackson Laboratory's Animal Care and Use Committee.

### Genetic Mapping and Linkage Analysis

To map the ENU mutations to a chromosomal position, linkage analyses on (ENUxC57L) F2 mice were performed. The C57L strain was chosen as a mapping strain because, while it provided enough polymorphisms to perform genetic mapping, its genetic proximity to the background strain of the ENU mutants (B6) reduced the presence of HDL cholesterol quantitative trait loci (QTL) caused by natural polymorphisms between the two strains. Briefly, mutant mice (Hlb218 generation — N3F5; Hlb320 generation — N3F8) were crossed with C57L mice, and F1 offspring were intercrossed to generate 81 Hlb218 and 75 Hlb320 F2 progeny, which were phenotyped at 8 weeks of age for plasma HDL cholesterol levels as described below. DNA from each F2 mouse was extracted from the tail tip, isolated by phenol∶chloroform extraction, and genotyped by KBiosciences, Herts, UK for 58 (Hlb218) and 61 (Hlb320) single-nucleotide markers (polymorphic between B6 and C57L) that cover the complete genome (http://cgd.jax.org/cgdsnpdb). Linkage analysis was performed using interval mapping methods specific for a binary trait within the R/QTL package (R version 2.8.0, qtl version 1.09–43). Mice that exhibited plasma HDL cholesterol levels similar to B6 and C57L were considered not affected and were coded 0. Mice with plasma HDL cholesterol levels that were two standard deviations below the mean of normal B6 mice (≤40.2 mg/dL for females and ≤50.0 mg/dL for males) were considered affected and were coded 1. A genome-wide scan was done with 1,000 permutations. The significant LOD score threshold was calculated by permutation testing at α = 0.05 [14]. For (Hlb218×C57L)F2 mice the threshold LOD score was 3.44, and for (Hlb320×C57L)F2 mice it was 3.46. The mode of inheritance of the allele was determined by performing a one-way ANOVA using the effect plot function within the R/QTL package and confirmed by Tukey-Kramer HSD: animals were grouped by genotype and sex, and the average HDL cholesterol level of each group was compared [15]. Once a chromosomal position was identified, affected animals with crossovers on that chromosome were genotyped with additional polymorphic markers to narrow the interval.

### Analysis of HDL Cholesterol, Total Cholesterol, Triglyceride, Alkaline Phosphatase, and Thyroxine

Blood was collected via retro-orbital sinus from animals that were food-deprived for 4 hours in the morning. Blood intended for preparation of plasma was collected into tubes containing EDTA. Plasma and serum were separated by centrifugation (14,000 rpm for 10 minutes in an Eppendorf Centrifuge 5424 with rotor FA-45-24-11 [20,238×g/14,860 rpm]) and frozen at −20°C until analyzed. Plasma and serum samples were analyzed for lipid, total alkaline phosphatase, and thyroxine levels on the Beckman Coulter Synchron CX®5 Delta autoanalyzer (Beckman Coulter, Inc., Brea, CA) within one week of collection date (HDL cholesterol: enzymatic reagent kit #650207; total cholesterol: enzymatic reagent kit #467825; triglycerides: enzymatic reagent kit #445850; total alkaline phosphatase: enzymatic reagent kit #442670; thyroxine: enzymatic reagent kit #445995). Serum lipid levels: Hlb218 generation — N3F8; Hlb320 generation — N3F11. Alkaline phosphatase and thyroxine levels: Hlb320 generation — N3F9.

### Microarray and RNAseq Analysis

Livers from 3 Hlb218 (N3F4), 3 Hlb320 (N3F5), and 6 B6 males were obtained for gene expression analysis (microarray and RNAseq). All males were 8 weeks old. Prior to tissue collection, males were housed individually for 3 days, food-deprived for 4 hours (7 am to 11 am) on the day of tissue collection, sacrificed by cervical dislocation, and perfused using DEPC treated 0.9% NaCl solution. The liver samples were stored in RNAlater (Ambion, Austin, TX) and homogenized in TRIzol™ (Invitrogen, Carlsbad, CA). Total RNA was isolated by TRIzol™ Plus methods according to the manufacturer's protocols. RNA quality was assessed using an Agilent 2100 Bioanalyzer instrument and RNA 6000 Nano LabChip assay (Agilent Technologies, Palo Alto, CA).

For microarray analysis, RNA was prepared using an Illumina® Totalprep RNA amplification kit according to the manufacturer's protocol (Ambion, Austin, TX). Liver RNA samples were hybridized on Illumina Mouse-6 Expression 1.1 BeadChips (Illumina, San Diego, CA) using the Illumina BeadStation 500× followed by statistical analysis of the data. Probe set data (mean pixel intensities by bead type) were created using BeadStudio (version 3.0.19.0) and processed using the R/beadarray package [16], [17]. The data were log-transformed and normalized [18]. ANOVA models were used to determine gene expression differences between each mutant strain and the B6 controls [19]. Statistical tests were performed using a modified F-statistic that incorporates shrinkage estimates of variance components [20]. P-values were calculated by permuting model residuals 1,000 times. Calculations were done using the R/maanova package. To identify candidate genes in the mapped interval, statistical significance was calculated using Bonferroni correction: correction was applied to a subset of genes in the mapped interval to account for multiple testing. To identify all of the significantly differentiated genes between Hlb320 and B6, the false discovery rate (FDR) was estimated using a q-value calculation for the set of statistically significant probes [21]. Gene expression data is available through Gene Expression Omnibus (GEO) Accession GSE37902.

For RNAseq, the NEBNext mRNA Sample Prep Master Mix Set I kit (New England Biolabs, Inc., Ipswich, MA) was used to prepare the sequencing libraries. These libraries were sequenced single-end on an Illumina HiSeq 2000 instrument (Illumina, San Diego, CA). Every read was aligned to the NCBI mouse reference genome (mm9) using the Bowtie alignment software tolerating 2 mismatches [22]. Mismatches with high base quality scores that occurred only in the unique mapping of a read to the genome were considered potential SNP sites. SNPs were called at sites where the percentage of reads containing the apparent SNP were at least 90% of all reads mapped to the site, and where at least 5 high quality score reads were present. Finally, SNPs were annotated based on known SNPs from UCSC (http://genome.ucsc.edu), dbSNP (http://www.ncbi.nlm.nih.gov/projects/SNP/), and the Center for Genome Dynamics SNP database (http://cgd.jax.org/cgdsnpdb/). SNPs were further confirmed by Sanger sequencing.

### Sanger Sequencing

The mutation in Hlb218 identified by RNAseq was confirmed by Sanger Sequencing. The third exon of *Pla2g12b* was amplified using genomic DNA from Hlb218 and B6 mice. Conservation of the mutated cysteine was assessed by evaluating the sequence of exon 3 in 12 mammals (Ensembl accessed in May 2012). The mutation in Hlb320 was identified by comparing the sequences of all *Hpn* exons, including the splice sites, between Hlb320 and B6. All PCR products were sequenced using an Applied Biosystems 3730 DNA Analyzer system (Applied Biosystems, Foster City, CA).

### Hearing Evaluation by Auditory Brainstem Responses (ABRs)

Five 9-week-old B6 and Hlb320 (N3F11) males were anaesthetized with intraperitoneal injections of 2% tribromoethanol and placed on a heating pad set to 37.8°C. Platinum sub-dermal electrodes (Astro-Med, Inc., Warwick, RI) were inserted subcutaneously. The negative lead was inserted under the left ear, the positive lead was placed on the top of the head, and the ground was set between the eyes. The Smart EP High Frequency System (Intelligent Hearing System, Inc., Miami FL) was used to deliver both white noise at variable frequencies and decibels and pure tones as well as to record the electrical activity of the cells along the auditory pathway. Filters were set to exclude signals outside the range of 100–3000 Hz, and amplification was at 200 K with an analysis time of 10 msec (averaged responses were digitized and displayed on a PC screen). First stimulus presentation consisted of a white-noise click (2–8 kHz) at 70 dB, and depending on the response, was followed by increasing or decreasing volumes initially in 10 dB and subsequently in 5 dB steps to determine the auditory threshold. Mice were then subjected to pure-tone stimuli of 8, 16 and 32 kHz (duration 3 msec, 1.5 msec rise and fall time) and auditory brain response (ABR) was measured in dB SPL.

### Northern Analysis of *Hpn* mRNA

Total liver RNA from animals used for microarray analysis was also utilized to confirm lower *Hpn* expression level and to test for splice variants. Northern blot was performed according to the Ambion NorthernMax Kit (Ambion, Austin, TX) manual instructions. Briefly, the secondary structure of RNA samples was denatured by incubating the samples with added formaldehyde load dye for 15 minutes at 65°C. The samples were run on denatured agarose gel, transferred onto BrightStar-Plus positively charged nylon membrane (Ambion, Austin, TX) by downward transfer assembly, cross-linked using UV Stratalinker 1800 (Stratagene, La Jolla, CA), and hybridized with the BrightStar Psoralin-Biotin labeled (Ambion, Austin, TX) mouse hepsin probe for 12 hours at 55°C [23]. The antisense sequence of the probe is as follows: 5′-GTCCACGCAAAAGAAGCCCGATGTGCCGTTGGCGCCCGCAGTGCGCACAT-3′. The probe was designed to target exon 6 of *Hpn*-201 using the mouse genome map from NCBI (mm9 accessed in January 2011) and was made by Integrated DNA Technologies (IDT, Inc., Coralville, IA). The detection was done using the BrightStar BioDetect Kit (Ambion, Austin, TX) according to manufacturer's instructions. To assure equal loading and transfer of RNA, the same RNA was probed with a β-actin Mouse DECAtemplate probe provided with the NorthernMax Kit. β-actin is an internal control and assumed to be expressed at a constant level between samples. The hybridization with the β-actin Mouse DECAtemplate probe was done at 42°C.

### Histological Analysis of Liver

Livers from 20-week-old Hlb218 (N3F8), Hlb320 (N3F11), and B6 females fed chow diet were collected. One liver lobe was fixed in 10% neutral buffered formalin, embedded in paraffin, and stained with Mayer's hematoxylin and eosin (H&E). Another lobe from the same female was embedded in OCT, stained with oil red O, and counterstained with Mayer's hematoxylin.

### Histological Analysis of Susceptibility to Formation of Atherosclerotic Lesions in Aorta

Susceptibility to atherosclerosis was assessed as previously described [24], with some modifications. Briefly, sections from the aortic root were compared by visual examination of histological slides. Ten 20-week-old females from each strain (Hlb218 (N3F8), Hlb320 (N3F11), B6 and *Ldlr* ENU) were assessed: 5 females from each stain were kept on chow diet and the other 5 females were place on atherogenic diet at 9 weeks of age and kept on atherogenic diet for 10 weeks. Hearts from females sacrificed by cervical dislocation were collected, placed in 0.9% saline for at least 1 hour, trimmed from extraneous tissue (lung and thyroid) using a dissecting scope, and cut on a plane parallel to a plane formed by drawing a line between the tips of the atria. The top half of the heart with the atria and ascending aorta was fixed in 4% PFA (16% PFA diluted in PBS to 4% PFA) overnight, embedded in OCT, and sectioned using a cryostat at −20°C; 10-µm sections were stained with oil red O and counterstained with Mayer's hematoxilin. The cross section containing the area where the coronary artery and ascending aorta join was used as a landmark to identify the identical physiological region in each animal. All cross sections of the 300-µm area above the landmark in the aortic root were compared by visual examination.

### Western Blot for APOA1

Serum (4 males per strain; Hlb320 (N3F14)) was diluted in protein lysis buffer (1∶50 T-PER [Pierce, part of Thermo Fisher Scientific, Rockford, IL], 0.2% sodium dodecyl sulfate, and mini protease inhibitors cocktail tablet [Roche, Indianapolis, IN]). Serum protein concentration (µg/µl) was quantified using Bradford reagent (Sigma Life Sciences, St. Louis, MO) according to the manufacturer's instructions. Equal volumes of diluted serum were mixed with 4× XT-sample buffer (4∶1, Bio-Rad Laboratories, Hercules, CA) containing XT Reducing Agent (Bio-Rad Laboratories, Hercules, CA), incubated for 15 minutes at 65°C, separated on SDS polyacrylamide gel (Bio-Rad Laboratories, Hercules, CA), and electro-transferred to 0.45 µm nitrocellulose membrane (Bio-Rad Laboratories, Hercules, CA). The membrane was blocked overnight at 4°C, probed with primary rabbit anti-APOA1 antibody (ab40453, 1∶1,000, Abcam, Cambridge, MA), incubated with HRP-conjugated anti-rabbit secondary antibody (cat#7074S, 1∶5,000, Cell Signaling Technology, Inc., Danvers, MA), detected with Amersham ECLplus western blotting detection system (GE Healthcare Bio-Sciences, Piscataway, NJ), and visualized on Kodak scientific imaging film. The quantity of APOA1 protein level was calculated by dividing the intensity of the APOA1 protein band, measured using the ImageJ 1.44o program (National Institutes of Health, Bethesda, WD), by total serum protein concentration (µg/µl). Comparison of normalized serum APOA1 level between 2 groups was done with Student's 2-sample t-test using JMP9 (SAS Institute, Inc., Cary, NC).

## Results

### Generating the ENU Mutant Lines

The Jackson Laboratory's Heart, Lung, Blood, and Sleep Disorder Mutagenesis program generated ENU mutant mice (G0) by treating B6 males with ENU, an alkylating agent that induces random point mutations in the DNA of spermatogonial stem cells by virtue of single-base mismatching to the unrepaired alkylated base. We estimated that G1 mice carry 150 mutations on average, and subsequent backcrossing and inbreeding would further reduce the number of non-causal mutations. We expect each additional backcross to reduce the number of mutation by 50% [12]. Phenotyping of G3 progeny identified two unique G3 animals with low HDL cholesterol levels that were then backcrossed to B6 [12]. The progeny of B6×G3 was estimated to carry on average approximately 38 mutations, which subsequently was used to establish the lines (Hlb218 and Hlb320) by further intercrossing animals with low HDL cholesterol. HDL cholesterol levels in these two newly established lines were significantly lower compared to HDL cholesterol levels in B6 mice (Table 1).

**Table 1:** Serum total cholesterol, HDL-cholesterol, and triglyceride levels for B6, Hlb218, and Hlb320. Each value is expressed as mean (mg/dL) ± SD measured in serum (n = 5 per strain).

	Strain	Total cholesterol	HDL-cholesterol	Triglycerides
Females	B6	74.2±5.5	60.9±3.7	112.0±13.9
	Hlb218	5.0±3.4**	5.1±3.4**	47.0±18.5**
	Hlb320	46.2±3.0**	39.1±2.2**	79.0±13.5*
Males	B6	90.0±4.7	79.6±3.6	106.4±6.3
	Hlb218	5.8±1.7**	6.2±3.0**	43.3±12.5**
	Hlb320	67.0±6.6**	60.6±4.9**	84.0±6.3*

** P<0.0001.

* P<0.01.

### Low HDL Cholesterol Levels in Hlb218 Is Caused by a Mutation in *Pla2g12b*

The analysis of the F2 progeny from a cross between Hlb218 and C57L localized the mutation on Chr 10, with a peak near single-nucleotide polymorphism (SNP) marker *rs13480619* and a significant LOD score of 11.8 (Figure 1A). Comparison of plasma HDL cholesterol levels by genotype (one-way ANOVA) in F2 mice at the peak marker suggested that the mode of inheritance of low HDL cholesterol levels in Hlb218 is recessive: F2 mice that were homozygous for the B6 (BB) allele had significantly lower HDL cholesterol levels compared to F2 mice that were heterozygous (LB) or homozygous for the C57L (LL) allele (Figure 1B). The interval containing the mutation was further narrowed to 11.73 Mbp (Figure 1C) by genotyping the affected animals with a crossover within the interval using additional SNP markers. 

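Liver RNA of 14 male mice, each 8 weeks old and food-deprived for 4 hours, was hybridized to Illumina Mouse-6 BeadChips, 1 array per mouse: 3 Hlb218, 3 Hlb320 and 8 B6 mice. The paper gives 6 B6 mice and its text does not say which of the 8 B6 arrays they are, so all 8 were used. The deposited values are mean bead intensities of 45869 probes on a linear scale, read by BeadStudio 3.0.19.0 and not yet log-transformed or normalized between arrays, so the paper's later steps in R/beadarray and its ANOVA models are not part of them. The median intensity per array was 58.9 to 78.1 in B6 (median 67.2), 66.1 to 73.3 in Hlb218 (72.5) and 63.2 to 72.8 in Hlb320 (65.1). After 17 probes that repeated the values of another probe had been dropped, intensities were log2-transformed and quantile-normalized without background correction. The deposited values hold no detection p-values, so an empirical detection p was taken from 1239 probes for odorant, vomeronasal, trace amine and taste receptors, which the liver does not use. At a detection p under 0.05, 12250 to 15800 probes were above background per array in B6 (median 14738.5), 13120 to 15482 in Hlb218 (14447) and 13018 to 14934 in Hlb320 (14574). The 16472 probes above background on at least 3 arrays were tested with limma in 1 model with a mean for each strain, and p-values were adjusted over these probes by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 are called changed, and a gene with several probes is given by its tested probe of highest mean signal unless another probe is named. The number of arrays limits the precision: in simulated data with the spread of these arrays, the same steps recovered 71% of probes shifted by 0.5 on the log2 scale and 94% of those shifted by 1 in 3 Hlb320 against 8 B6 arrays, and 72% and 98% in Hlb218 against B6. The simulated noise was independent between probes.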

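No gene on Chr 10 passed the test in livers of Hlb218 mice. The smallest p on this chromosome belonged to *Dtx3*, which encodes an E3 ubiquitin ligase, with a log2 fold change of 0.29 (Hlb218 minus B6, Bonferroni-adjusted p = 0.522 from limma). Next came *Bicc1*, an RNA-binding protein gene, with a log2 fold change of 0.39 (Bonferroni-adjusted p = 0.781 from limma). These 2 genes were chosen after their values were seen. Of 676 tested probes on Chr 10, 46 had an unadjusted p under 0.05 in limma, 0 passed the Bonferroni correction over these probes and 0 passed the Benjamini-Hochberg adjustment over all tested probes. All probes of the chromosome took the place of the mapped interval, because the positions of its genes in the mapping build were not at hand, and the correction is therefore stricter than 1 over the interval.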

The analysis of high-throughput sequence data of liver RNA transcripts in the 11.73 Mbp interval revealed only one single point mutation in the region, while liver expression analysis (both microarray and RNAseq) did not show any significantly differentially expressed genes within the interval. The mutation, in the third exon of *Pla2g12b*, causes a transition of G to A that transforms the TGT (cysteine) codon into TAT (tyrosine) at amino acid position 129. Sanger sequencing of the exon confirmed the mutation (Figure 1D). The mutated cysteine in *Pla2g12b* is conserved among 12 eutherian mammals. In accordance with the guidelines for mouse strain and genetic nomenclature, the Mouse Genomic Nomenclature Committee named the allele *Pla2g12b^Hlb218^* and the strain C57BL/6J-*Pla2g12b^Hlb218^*/J.

**Figure 1:**
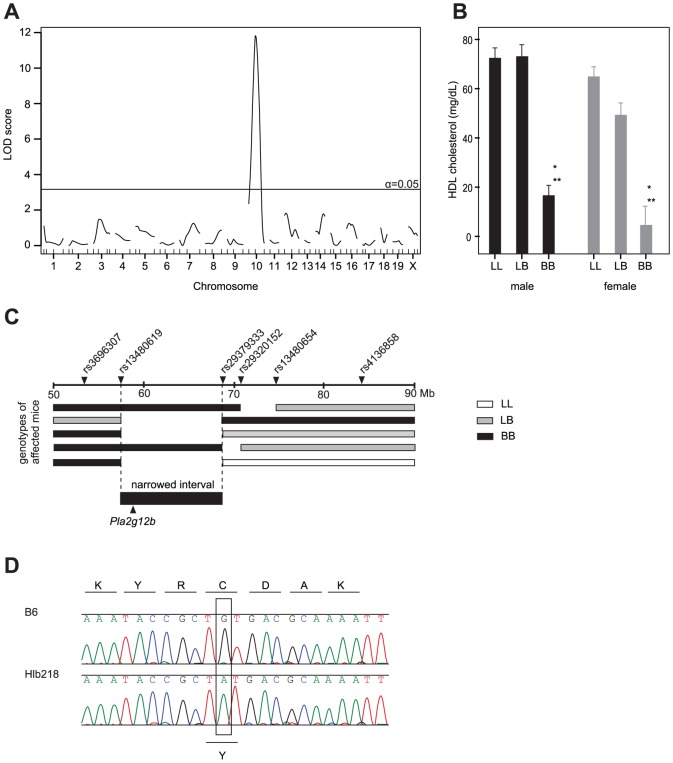
Identification of the mutation in C57BL/6J-*Pla2g12b^Hlb218^*/J on Chr 10. [**A**] Linkage analysis of (Hlb218×C57L) F2 animals for plasma HDL cholesterol levels showed a significant linkage on Chr 10; LOD score of 11.8 at α = 0.05. [**B**] Mean plasma HDL cholesterol values (HDL-C±SEM) by genotype and sex in the F2 population at peak marker *rs13480619* (*significant difference compared to LL (P<0.001); **significant difference compared to LB (P<0.001)). [**C**] Genotyping for additional SNP markers in F2 animals with low HDL cholesterol level and recombination in the mapped region narrowed the region with the mutation to 11.73 Mbp (between dashed vertical lines). Triangles above the upper black line are markers; numbers below the line represent the physical Mb location on Chr 10 (NCBI, mm9). [**D**] Chromatographs of genomic DNA sequence of the Hlb218 mouse versus the B6 control. The open rectangle highlights the transition of G to A in exon 3 of *Pla2g12b*. Corresponding amino acids are shown by the appropriate single letter code above the chromatographs.

### *Pla2g12b^Hlb218^* Alters Serum Lipid Levels and Increases Hepatic Triglycerides

In addition to a 92% decrease in HDL cholesterol, the mutation also led to a 58% reduction in triglyceride levels (Table 1). Despite the abnormal lipid profile, the size of atherosclerotic lesions in Hlb218 mice remained similar to B6 (Figure 2 C–D vs. A–B). Histological analysis of livers from Hlb218 females showed an increase in accumulation of fat droplets (Figure 3 C–D vs. A–B).

**Figure 2:**
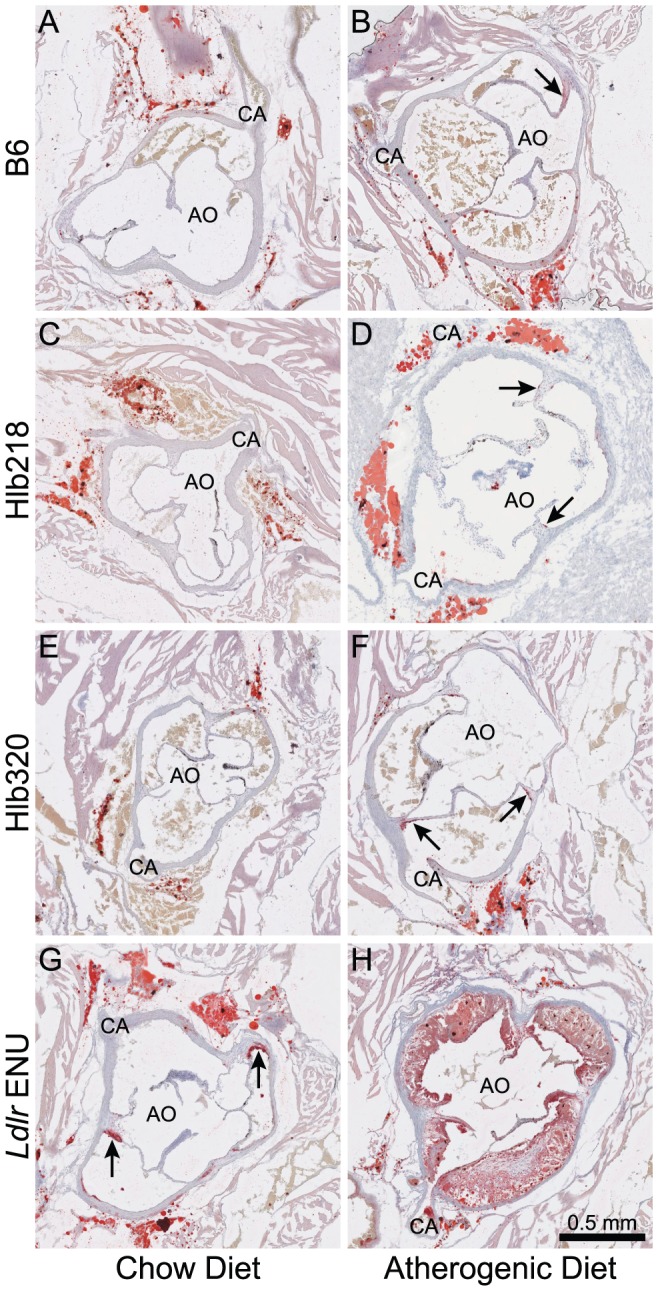
Comparison of atherosclerotic lesion size between mutant lines and B6. Hypolipidemic 20-week-old ENU females (Hlb218 and Hlb320) showed similar susceptibility to atherosclerosis (lesion formation) as age-matched B6 females on chow (panels C and E vs. A) and atherogenic diet (panels D and F vs. B). All cross sections of the 300-µm area above the aortic root, where coronary arteries (CA) and ascending aorta (AO) join, were compared (n = 5 females per strain for each diet; 2.5× magnification). Cross sections were stained with oil red O and counterstained with Mayer's hematoxilin. The figure shows representative cross sections from selected females. The black arrow points to areas with lesion formation. Cross sections from *Ldlr* ENU (panels G and H) were included as a positive control.

**Figure 3:**
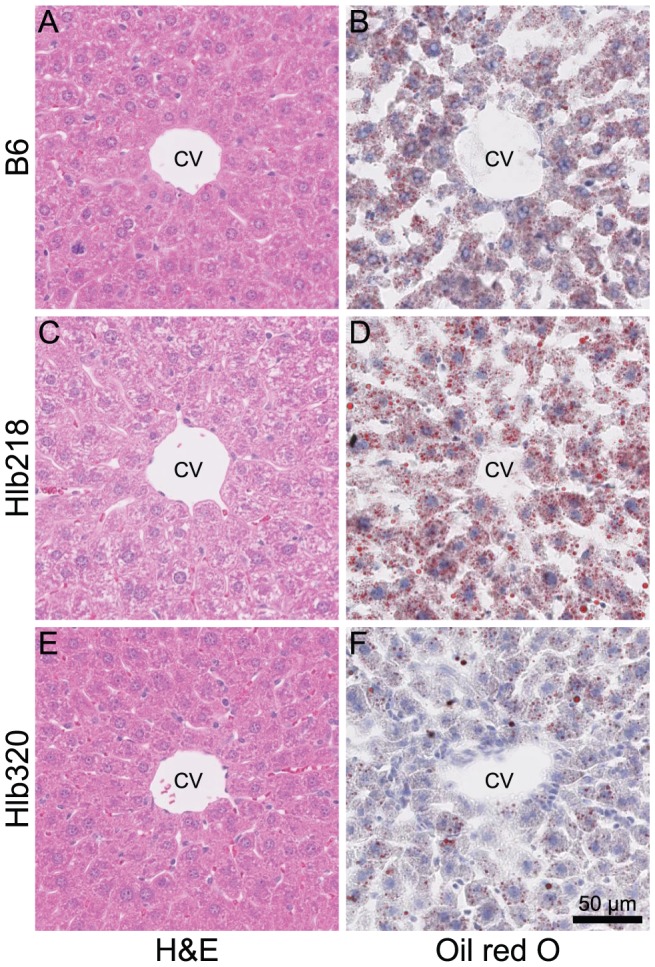
Histological comparison of liver from mutant lines and B6. Livers from 20-week-old Hlb218, Hlb320, and B6 females fed chow diet were collected. Liver cross sections from 5 females of each strain were stained with H&E and oil red O and compared. The figure shows representative liver sections from selected females. A, C, E — H&E stain; B, D, F — oil red O stain with Mayer's hematoxylin counterstain. Hlb218 mice showed increased liver lipid level. CV – central vein.

### Low HDL Cholesterol Levels in Hlb320 Is Caused by a Mutation in *Hpn*

The chromosomal position of the mutation in Hlb320 was identified using the same strategy as used for Hlb218. The analysis of the F2 progeny from a cross between Hlb320 and C57L mapped the mutation to Chr 7, with a peak near SNP *rs4226386* and a significant LOD score of 12.4 (Figure 4A). One-way ANOVA of plasma HDL cholesterol by genotype in F2 mice at the peak marker suggested that the mode of inheritance of low HDL cholesterol levels in Hlb320 was additive: F2 mice homozygous for the B6 allele (BB) had significantly lower HDL cholesterol levels compared to F2 mice homozygous for the C57L (LL) allele, while F2 mice that were heterozygous (LB) had an intermediate HDL cholesterol level (Figure 4B). The interval containing the mutation was further narrowed to 21.2 Mbp (Figure 4C) by genotyping the affected animals with a crossover within the interval using additional SNP markers. Comparison of gene expression in the recombinant interval identified 3 differentially expressed genes in the region: *Hamp* (approximately 2.65-fold downregulated), *Hamp2* (approximately 4-fold downregulated), and *Hpn* (approximately 7-fold downregulated). 

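*Hpn*, which encodes the cell-surface serine protease hepsin, had a log2 signal of 7.42 ± 0.11 (SD, n = 3) in Hlb320 and 10.24 ± 0.18 (SD, n = 8) in B6 livers at probe 5220181. It was 7.02-fold lower in Hlb320, a log2 fold change of −2.81 (SE 0.11, adjusted p = 2.9e-10 from limma). *Hamp*, the gene of the iron hormone hepcidin, was 2.65-fold lower, at 11.53 ± 0.53 (SD, n = 3) against 12.94 ± 0.50 (SD, n = 8). Its log2 fold change was −1.40 (SE 0.32, adjusted p = 0.038 from limma). *Hamp2*, its paralog, was 3.95-fold lower, at 8.89 ± 0.57 (SD, n = 3) against 10.87 ± 0.56 (SD, n = 8), with a log2 fold change of −1.98 (SE 0.36, adjusted p = 0.0092 from limma). For each of the 3 genes all 3 Hlb320 arrays lay below all 8 B6 arrays (exact permutation test, two-sided p = 0.00606, the smallest that 3 arrays against 8 allow). The Hlb320 arrays read 7.32, 7.42 and 7.53 for *Hpn*, 11.84, 10.92 and 11.83 for *Hamp* and 9.47, 8.89 and 8.32 for *Hamp2*. The paper states 6 B6 mice. On the 8 B6 arrays the log2 signals from replicate 1 to 8 were 10.39, 10.38, 10.47, 10.02, 10.06, 10.28, 10.27 and 10.02 for *Hpn*. They were 12.86, 12.82, 12.63, 13.79, 12.19, 12.63, 13.25 and 13.34 for *Hamp* and 11.05, 11.37, 11.12, 11.09, 9.69, 11.13, 10.38 and 11.17 for *Hamp2*. The *Hpn* probe, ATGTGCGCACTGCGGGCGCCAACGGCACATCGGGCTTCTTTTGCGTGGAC, is complementary to the 50-base oligonucleotide of the Northern blot, and a second *Hpn* probe gave a log2 fold change of −1.96 (SE 0.13, adjusted p = 1.7e-07 from limma). Over all of Chr 7, which took the place of the mapped interval, 8 of 1045 tested probes passed a Bonferroni correction, 3 higher and 5 lower in Hlb320, and 133 had an unadjusted p under 0.05. Lower were both *Hpn* probes (Bonferroni-adjusted p = 1.8e-11 and 3.3e-08 from limma), *Hamp2* (0.0422), *Foxa3*, a transcription factor of hepatocytes, and the cytochrome P450 gene *Cyp2f2*. Higher were the phosphatase gene *Lhpp*, the mitochondrial uncoupling protein gene *Ucp2* and, at probe 104070273, the cytochrome P450 gene *Cyp2a5* (0.0120). The brightest *Cyp2a5* probe, 4070632, did not pass this correction (Bonferroni-adjusted p = 0.214 from limma), and neither did *Hamp* (0.432). Each Hlb320 array decided the adjusted p of *Hamp*, which was 0.097, 0.26 and 0.065 without replicates 1, 2 and 3, and it also missed the threshold without B6 replicate 1 (0.062), 4 (0.0501), 7 (0.063) or 8 (0.067), with 6 of the 8 B6 arrays (up to 0.077), under median scaling (0.30) or cyclic loess (0.055) and with no filter (0.074). The call of *Hamp2* was lost without Hlb320 replicate 2 (adjusted p = 0.057) or 3 (0.064), and median scaling left 4 passing probes on Chr 7. In Hlb218 *Hamp* was also lower than in B6, by 3.63-fold (adjusted p = 0.041 from limma). *Hamp2* had a log2 fold change of −0.66 in Hlb218 (SE 0.36, adjusted p = 0.83 from limma), and its arrays there overlapped those of B6. The direct test between Hlb320 and Hlb218 passed for *Hpn* (adjusted p = 5.5e-09 from limma) but not for *Hamp* (0.9998) or *Hamp2* (0.398). With 3 arrays per line, this does not show that *Hamp2* was alike in both lines. The paper took these 3 differentially expressed genes of the mapped interval on to sequencing.

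**Figure D1:**
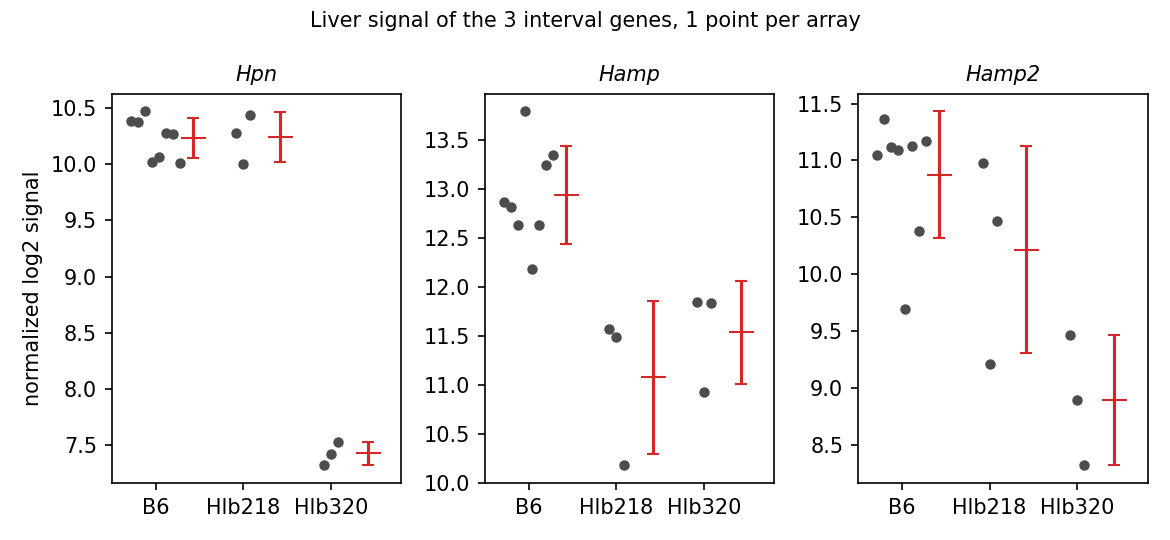
Normalized log2 signal of *Hpn*, *Hamp* and *Hamp2* in livers of B6, Hlb218 and Hlb320 mice. Each point is 1 array and the bar gives the mean ± SD of 8, 3 and 3 arrays. The axes do not start at 0. The Hlb320 arrays lie between 7.32 and 7.53 for *Hpn*, below the lowest B6 array at 10.02. For *Hamp* all Hlb218 arrays also lie below all B6 arrays.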

Sequencing of the promoter region, the coding region, and splice sites of *Hamp* and *Hamp2* did not reveal any mutations (data not shown), suggesting that trans-regulation is the cause of the expression difference. Sequencing of *Hpn* identified a single nucleotide mutation of T to C in the second base pair in the 3′ splice site of exon 8 (Figure 4D). Northern blot analysis confirmed lower liver *Hpn* expression in Hlb320 in comparison to B6 and did not detect any alternative splice variants (Figure 5). Also, comparison of liver gene expression between Hlb320 and B6 revealed 106 significantly differentially expressed genes (q<0.05) located on other chromosomes (Table 2). 

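In Hlb320 livers 189 genes were changed against B6, 101 higher and 88 lower, read by 111 and 95 probes. Highest was *LOC194586*, a predicted gene, which was 5.67-fold higher (log2 fold change 2.50, SE 0.19, adjusted p = 1.1e-06 from limma). *Dct*, a melanin synthesis enzyme gene, was 3.63-fold higher at probe 1090347 and 3.24-fold at its brighter probe 3840494, and *Mfsd2a*, a transporter of lysophosphatidylcholine, was 2.96-fold higher. *Lhpp* was 2.71-fold and *Slc1a2*, which encodes a glutamate transporter, 2.44-fold higher, with adjusted p-values of 9.0e-06 and 1.2e-05. *Ly6d*, measured above background on 6 of 8 B6 arrays, was 2.61-fold higher and *LOC384677*, another predicted gene, 2.50-fold higher. Among the genes that fell most were *H2-Q8*, an MHC class I gene (log2 fold change −2.00, SE 0.14, adjusted p = 2.8e-07), which was above background on 1 of 3 Hlb320 arrays, and *H2-Q6*, another (−1.59, SE 0.09, adjusted p = 5.1e-08). *Foxq1*, a forkhead transcription factor, was 3.38-fold lower, *Cib3*, a calcium-binding protein gene, 3.27-fold, *Serpina12*, which encodes the serpin vaspin, 2.94-fold, and *Slc3a1*, a subunit of an amino acid transporter, 2.50-fold. Of the 206 called probes, 200 had all 3 Hlb320 arrays on 1 side of all 8 B6 arrays. The call itself selects for this, so it is no separate evidence. Of all tested probes 3.57% had it, where chance gives 1.21%, and 1713 probes had an unadjusted p under 0.05. All 106 entries of Table 2 were matched to tested probes, 104 with the sign that Table 2 gives. The brightest probe passed for 95 entries and at least 1 probe in that direction for 102. Across these genes, which are not independent replicates and were picked by the study from these arrays, the log2 fold changes and those of Table 2 had a Pearson r of 0.991. Their median absolute log2 difference was 0.0023, so the folds of Table 2 lie close to those from all 8 B6 arrays. A match this close argues against folds computed from only 6 of them, although no choice of 6 was compared with the whole of Table 2. Of the 189 changed genes, 100 are in Table 2 and 89 are not. The count of 206 fell to 24 under median scaling (10 higher and 14 lower), to 86 without Hlb320 replicate 1, to 82 without replicate 2 and to as few as 116 with 6 of the 8 B6 arrays. Calls were lost for *Dct* without each Hlb320 array (adjusted p = 0.097, 0.064 and 0.065 at probe 1090347 and 0.060, 0.068 and 0.088 at probe 3840494), for *Mfsd2a* without replicate 3 (0.062) and for *Foxq1* without replicate 2 (0.064) or 3 (0.057), and under median scaling for all 3 genes (0.13 and 0.23 at the *Dct* probes, 0.46 and 0.12).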

In accordance with the guidelines for mouse strain and genetic nomenclature, the Mouse Genomic Nomenclature Committee named the allele *Hpn^Hlb320^* and the strain C57BL/6J-*Hpn^Hlb320^*/J.

**Figure 4:**
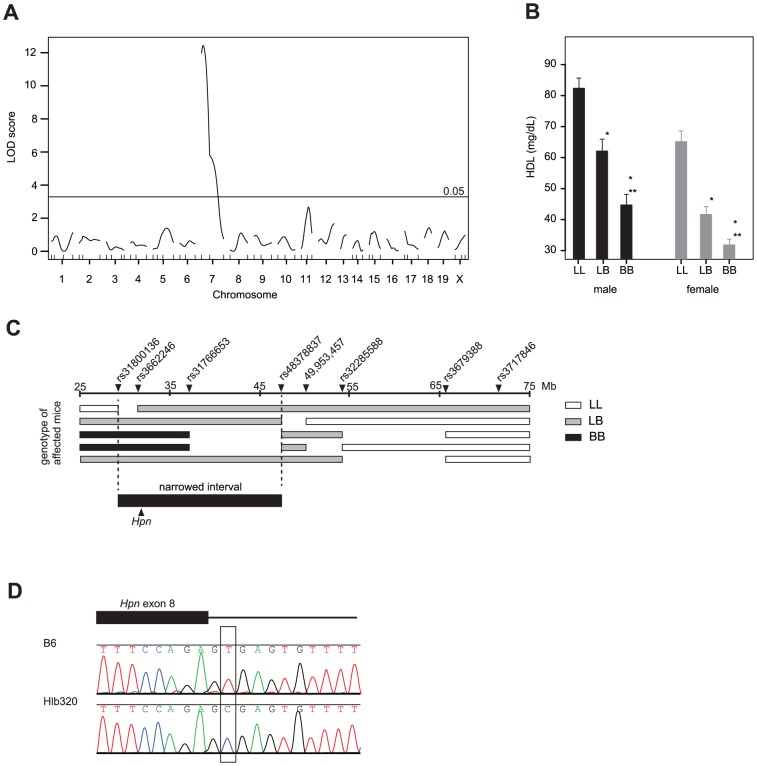
Identification of the mutation in C57BL/6J-*Hpn^Hlb320^*/J on Chr 7. [**A**] Linkage analysis of (Hlb320×C57L) F2 animals for plasma HDL cholesterol levels showed a significant linkage on Chr 7; LOD score of 12.4 at α = 0.05. [**B**] Mean plasma HDL cholesterol values (HDL-C±SEM) by genotype and sex in the F2 population at peak marker *rs4226386* (*significant difference compared to LL (P<0.0001); **significant difference compared to LB (P<0.01)). [**C**] Genotyping for additional SNP markers in F2 animals with low HDL cholesterol level and recombination in the mapped region narrowed the region with the mutation to 21.2 Mbp (between dashed vertical lines). Triangles above the upper black line are markers; numbers below the line represent the physical Mb location on Chr 7 (NCBI, mm9). [**D**] Chromatographs of genomic DNA sequence of the Hlb320 mouse versus the B6 control. The open rectangle highlights the transition of T to C in the second base pair in the 3′ splice site of exon 8 of *Hpn*.

**Figure 5:**
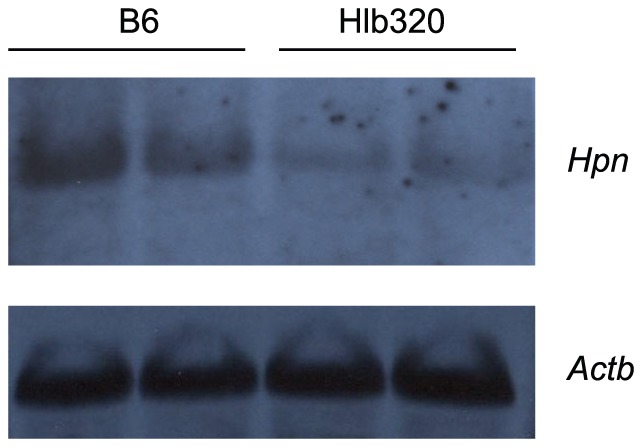
Northern blot analysis of *Hpn* mRNA expression. Total liver RNA from B6 and Hlb320 mice was hybridized with a mouse *Hpn* oligo probe and β-actin probe (loading control). The mRNA length of *Hpn* in B6 and Hlb320 was the same, while liver expression was relatively lower in Hlb320 compared to B6.

**Table 2:** List of significantly (q<0.05) differentially expressed genes in Hlb320 livers compared to B6. Column 1 lists down-regulated genes; column 2 lists up-regulated genes.

Current gene name	Chr	Fold change	Current gene name	Chr	Fold change
*Hpn*	7	−7.02	*LOC194586*	UN	5.67
*H2-Q8*	UN	−4.00	*Hbb-b1*	7	3.99
*Hamp2*	7	−3.95	*Hba-a1*	11	3.63
*Foxq1*	13	−3.38	*Dct*	14	3.62
*Cib3*	8	−3.28	*Mfsd2a*	4	2.97
*H2-Q6*	17	−3.01	*Gstm2*	3	2.87
*Serpina12*	12	−2.94	*Lhpp*	7	2.71
*Hamp*	7	−2.65	*Ly6d*	15	2.61
*Slc3a1*	17	−2.50	*LOC384677*	UN	2.50
*LOC232400*	UN	−2.48	*Saa1*	7	2.47
*LOC241041*	UN	−2.40	*Slc1a2*	2	2.44
*Egr1*	18	−2.36	*Insig2*	1	2.34
*CRAD-L*	UN	−2.29	*Orm2*	4	2.17
*Rbp1*	9	−2.06	*Cyp2a5*	7	2.10
*Bdh2*	3	−2.03	*Zap70*	1	2.09
*Mug2*	6	−2.03	*Fitm1*	14	1.87
*LOC226654*	UN	−2.00	*Crygn*	5	1.86
*Foxa3*	7	−1.97	*Snhg11*	2	1.86
*H2-Q6*	17	−1.94	*Gstm3*	3	1.85
*Serpina1e*	12	−1.92	*St3gal6*	16	1.85
*Slc13a2*	11	−1.92	*Gal3st1*	11	1.84
*Gck*	11	−1.91	*Tox*	4	1.84
*Dclk3*	9	−1.86	*Ucp2*	7	1.79
*H2-Q7*	17	−1.82	*Lgals1*	15	1.77
*H2-D1*	17	−1.69	*Cyp4a12a*	4	1.75
*H2-Q5*	17	−1.68	*Rhbg*	3	1.74
*Sfxn1*	13	−1.67	*Elovl3*	19	1.73
*Acaca*	11	−1.66	*Lpl*	8	1.69
*Hgfac*	5	−1.65	*Cyp2a4*	7	1.67
*Irf5*	6	−1.64	*Rdh9*	10	1.67
*Hsd11b1*	1	−1.60	*Acnat2*	4	1.65
*Rps27*	3	−1.58	*Snhg11*	2	1.65
*Smyd1*	6	−1.58	*Gale*	4	1.64
*St6gal1*	16	−1.57	*Tlr5*	1	1.58
*Raet1b*	UN	−1.57	*Cib2*	9	1.57
*Amdhd1*	10	−1.55	*Fam25c*	14	1.56
*Cyp2f2*	7	−1.55	*Mvk*	5	1.55
*Gm2a*	11	−1.51	*Asns*	6	1.53
*Sox9*	11	−1.51	*Cdca3*	6	1.52
*Tmc7*	7	−1.45	*Gulo*	14	1.47
*Nme7*	1	−1.44	*Pltp*	2	1.46
*Got2*	8	−1.44	*Clstn3*	6	1.45
*Hrsp12*	15	−1.41	*Pafah2*	4	1.44
*Tsc22d4*	5	−1.40	*Ccl21a*	4	1.43
*Tpst1*	5	−1.39	*6430573F11Rik*	8	1.42
*Cpsf1*	15	−1.37	*Acot8*	2	1.41
*Gss*	2	−1.36	*Cyp1a2*	9	1.39
*Gas2*	7	−1.34	*Ccbp2*	9	1.38
*Tgfbr1*	4	−1.31	*Adhfe1*	1	1.37
*Il1rap*	16	−1.29	*Slc22a1*	17	1.36
*Rab14*	2	−1.21	*Cenpm*	15	1.35
			*Sepw1*	7	1.33
			*Mcm6*	1	1.29
			*Copz2*	11	1.27
			*Srxn1*	2	1.23

### *Hpn^Hlb320^* Alters Serum Lipid Levels without Affecting the APOA1 Levels, the Size of Atherosclerotic Lesions in Aorta, and Hepatic Triglyceride Levels

The mutation led to a 24% reduction in HDL cholesterol level and a 21% reduction in triglyceride level (Table 1). Decreased cholesterol levels in lipoprotein particles could be caused by either decreased loading of cholesterol into the particle or by lower levels of the particles themselves. Because APOA1 is the most abundant apolipoprotein in an HDL particle, the APOA1 level could be used to estimate the level of HDL particle. Despite the reduction in HDL cholesterol levels in Hlb320 mice, APOA1 levels, measured by western blot, remained similar between Hlb320 and B6 (Figure 6). Although Hlb320 mice have an abnormal serum lipid profile, the size of their atherosclerotic lesions, as well as liver lipid accumulation, remained similar to B6 (Figure 2 E–F vs. A–B and Figure 3 E–F vs. A–B).

**Figure 6:**
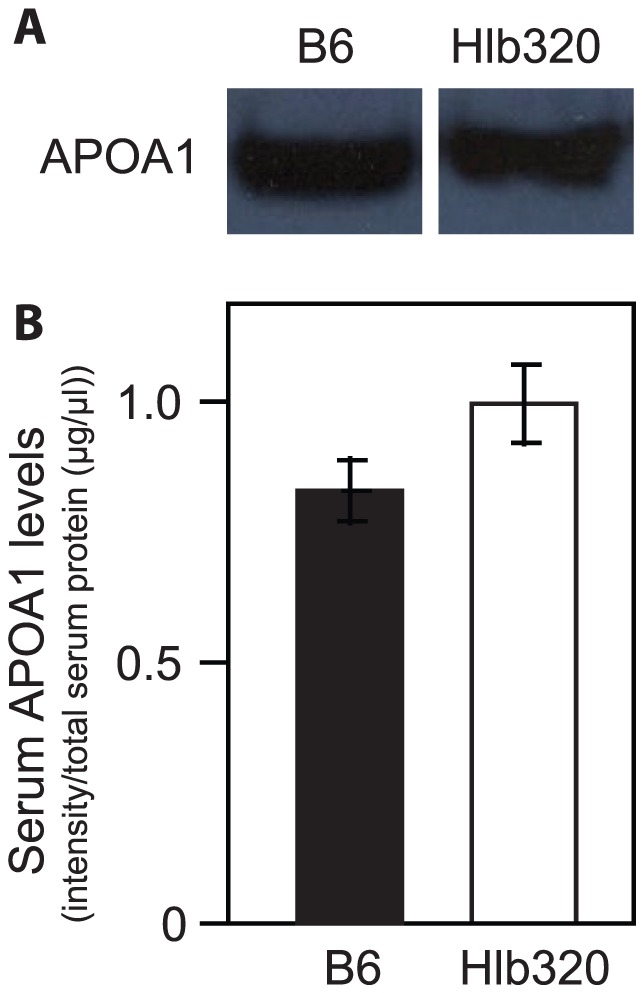
Serum APOA1 level in Hlb320 and B6. Western blot analysis showed similar serum APOA1 levels in Hlb320 (n = 4) and B6 (n = 4) male mice (P = 0.15). [**A**] Serum APOA1; bands from the western blot from representative animals. [**B**] Statistical comparison of quantified serum APOA1 level. The intensity of the APOA1 protein band for each animal was quantified and then normalized by the total serum protein concentration (µg/µl) in the sample from that animal. Normalized serum APOA1 level is expressed as mean±SEM.

### Hlb320 Mice Show Similar Phenotypes as *Hpn* Knockout Mice

An *Hpn* knockout mouse on a mixed B6/129 genetic background was previously generated by Wu et al [25]. These mice had higher serum alkaline phosphatase (ALP) level, loss of hearing, and lower thyroxine level compared to their control littermates [26]. Evaluation of these traits in Hlb320 males showed that, compared to age-matched B6 male controls, homozygous Hlb320 males also had significantly elevated serum ALP levels (Figure 7) and exhibited hearing loss (Figure 8), but did not show reduced thyroxine levels (data not shown).

**Figure 7:**
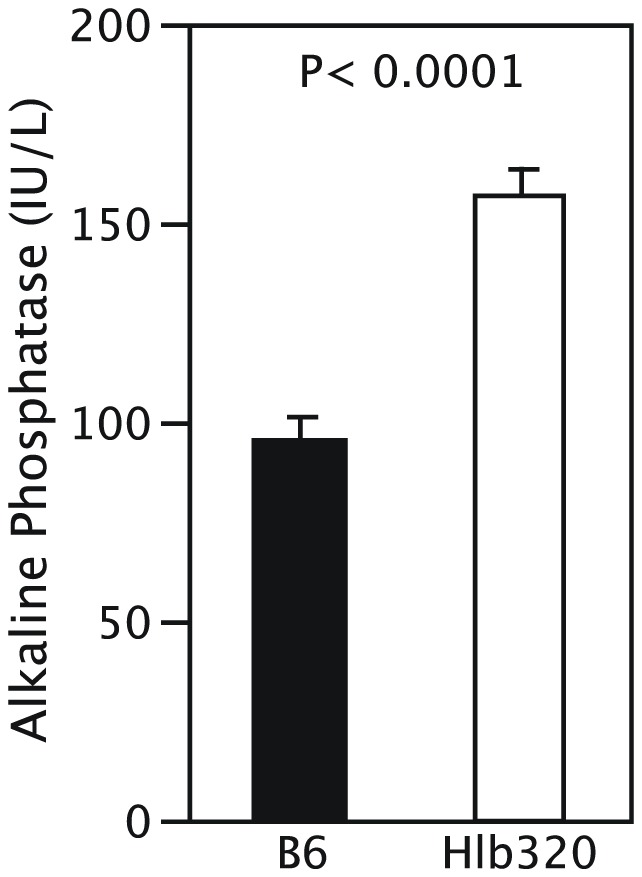
Serum alkaline phosphatase level in Hlb320 and B6. Serum total alkaline phosphatase (ALP) level in Hlb320 males (n = 5) was significantly higher than in B6 males (n = 5; P<0.0001). Total ALP activity is expressed as mean±SEM.

**Figure 8:**
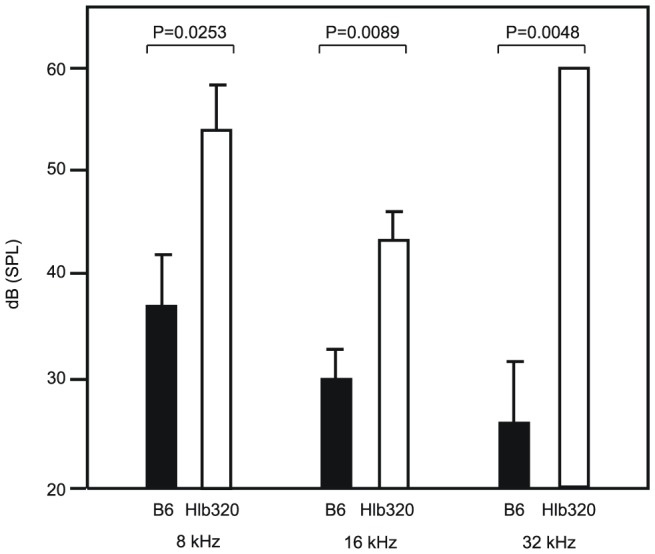
Comparison of hearing ability in Hlb320 and B6. Homozygous Hlb320 (n = 5) males had significantly lower hearing ability than age-matched B6 control males (n = 5) at 8 kHz, 16 kHz, and 32 kHz. Auditory brainstem response (ABR) threshold values (in dB SPL) are shown as mean±SEM for each auditory stimulus frequency (kHz).

## Discussion

The regulation of HDL cholesterol is strongly influenced by genetic factors, yet genes identified so far explain only a small portion of the heritability. To find novel genes that influence serum HDL cholesterol levels, we used ENU mutagenesis and identified causal mutations in 2 newly established ENU mouse lines with low HDL cholesterol levels.

The mutation in Hlb218 leads to a 92% decrease in HDL cholesterol and is a transition from G to A in the third exon of *Pla2g12b*, which leads to an amino acid change in the protein (C129Y). Analysis of the amino acid sequence using DiANNA, a software tool for cysteine state and disulfide bond partner prediction (http://clavius.bc.edu/~clotelab/DiANNA/), predicted the cysteine to be involved in formation of a disulfide bond [27]. The change of the amino acid would cause a loss of the disulfide bond and influence protein structure and binding capability. *Pla2g12b* encodes the group XIIB secreted phospholipase A2 (sPLA2GXIIB) and belongs to a family of structurally related enzymes (sPLA2). Unlike other sPLA2 enzymes, sPLA2GXIIB is catalytically inactive and was hypothesized to act as a ligand [28]. Lack of *Pla2g12b* has recently been shown to cause decreased serum lipids (total cholesterol, HDL cholesterol, triglycerides, and free fatty acids) and increased liver fatty droplets [29].

The mutation in *Pla2g12b* causes homozygous Hlb218 mice to have low serum total cholesterol, HDL cholesterol, and triglyceride levels as well as to accumulate lipid droplets in liver. In addition, their litter size is smaller (2–3 pups per litter), suggesting that this gene may play a role in fertility or gestation. Hlb218 mice appear to be smaller at birth and tend to develop more slowly in comparison to B6 mice, but catch up to B6 in size as they age. Despite low cholesterol levels and fatty liver, after 10 weeks on an atherogenic diet, atherosclerotic lesions in Hlb218 mice were similar in size to those in B6. The *Pla2g12b* knockout mice, recently described by Guan et al, and Hlb218 mutant mice have both shared and unique phenotypes [29]. Both mouse models have very low serum lipid levels and accumulate fatty droplets in the liver. While the decrease in cholesterol level is similar in both mouse models (approximately 92% reduction), the effect on triglyceride level is lower in Hlb218 mutants compared to *Pla2g12b* knockouts (58% vs. 78% reduction). Unlike *Pla2g12b* knockout mice, Hlb218 mice showed no differentially expressed genes in the liver. 

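Hlb218 and B6 livers differed at 10 probes of 9 genes, 4 genes higher and 5 lower in Hlb218. *Fads2* and *Fads1*, which encode the Δ6 and Δ5 desaturases of polyunsaturated fatty acid synthesis, both fell. *Fads2* had a log2 fold change of −0.99 (SE 0.13, adjusted p = 0.013 from limma) at 1 probe and −0.68 (SE 0.10, adjusted p = 0.028) at another, and *Fads1* was 1.57-fold lower, at 12.32 ± 0.15 (SD, n = 3) against 12.97 ± 0.18 (SD, n = 8). *Hamp* was 3.63-fold lower (log2 fold change −1.86, SE 0.32, adjusted p = 0.041 from limma), and *Kyat3*, a kynurenine aminotransferase gene, 1.68-fold lower. Higher were *Mfge8*, which encodes a secreted protein that binds apoptotic cells, with a log2 fold change of 0.70 (SE 0.10, adjusted p = 0.013), and the protease inhibitor gene *Serpine2*, 1.99-fold. *Syne4*, a gene of the nuclear envelope, was 1.50-fold higher, and *Ccl21b*, a chemokine gene with near-identical copies, 1.48-fold higher. The fifth gene that was lower, *Scd1*, encodes the Δ9 desaturase. All 10 probes had every Hlb218 array on 1 side of all 8 B6 arrays, which the call itself selects for. Of all tested probes 1.84% had it, and 1022 probes had an unadjusted p under 0.05. Single arrays decided the count, which was 0 without Hlb218 replicate 1 or 2, 1 without replicate 3, 4 without Hlb320 replicate 1, 2, 5, 2, 3, 3, 4 and 3 without B6 replicates 1, 2, 3, 4, 6, 7 and 8, and 0 under median scaling. The call of *Serpine2* was also lost without Hlb320 replicate 2 (adjusted p = 0.069). With no filter 3 probes passed, with array weights 18, and with 6 of the 8 B6 arrays as few as 0.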

While Guan et al identified several downregulated genes by qPCR (*Hmgcs1*, *Hmgcr*, *Fasn*, *Scd1*, *Slc27a3*, *Slc27a4*, *Slc27a5*, and *Slc27a6*), our microarray data showed no differentially expressed genes between livers from Hlb218 and B6 mice. 

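*Scd1* was 2.82-fold lower in Hlb218 than in B6 livers, at a log2 signal of 11.89 ± 0.17 (SD, n = 3) against 13.38 ± 0.52 (SD, n = 8). Its log2 fold change was −1.50 (SE 0.25, adjusted p = 0.037 from limma). The other measured genes of the list from Guan et al did not pass: *Hmgcs1* and *Hmgcr*, which encode enzymes of cholesterol synthesis, had log2 fold changes of 0.26 (adjusted p = 0.92) and −0.07 (0.97), and *Fasn*, the gene of fatty acid synthase, −0.63 (0.80). *Slc27a4* and *Slc27a5*, genes of fatty acid transport proteins, had log2 fold changes of 0.07 (adjusted p = 0.94) and 0.06 (0.94). *Hmgcr* was above background on 6 of 8 B6 arrays and *Slc27a4* on 4 of 8 and on 1 of 3 Hlb218 arrays, and *Slc27a3* and *Slc27a6* were too dim to be tested. Of the 6 measured genes 1 was lower and 0 were higher, also when adjusted over the list alone, and as a set they did not differ from the other genes (adjusted p = 0.24, camera in limma). The call of *Scd1* was lost without any of the 3 Hlb218 arrays (adjusted p = 0.26, 0.19 and 0.40 without replicates 1, 2 and 3), without Hlb320 replicate 1 (0.0507) or B6 replicate 1, 2, 3, 4, 6, 7 or 8 (0.078, 0.063, 0.069, 0.058, 0.062, 0.0501 and 0.0505), under median scaling and with no filter (0.073). In Hlb320, the line with the *Hpn* mutation, *Scd1* had a log2 fold change of −1.05 against the same B6 arrays (adjusted p = 0.0501 from limma). The direct test between the lines did not pass (adjusted p = 0.9998 from limma). It compares 3 arrays with 3, so these arrays do not show whether the fall of *Scd1* is particular to Hlb218.

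**Figure D2:**
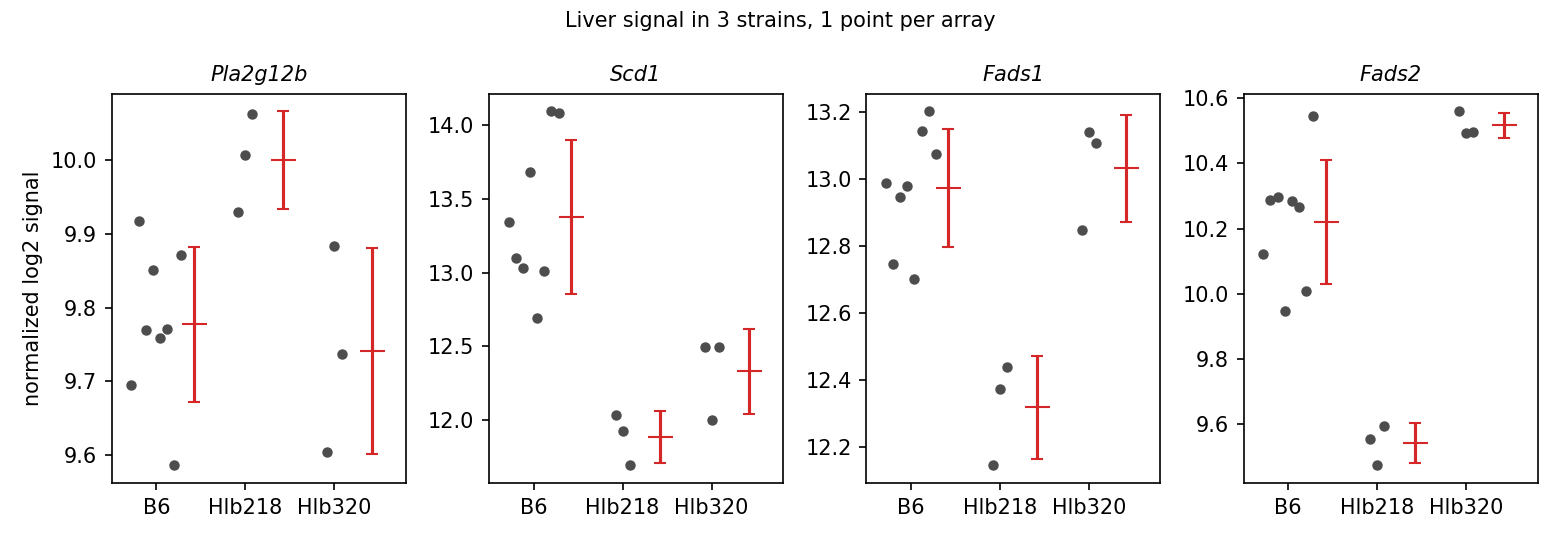
Normalized log2 signal of *Pla2g12b*, *Scd1*, *Fads1* and *Fads2* in livers of B6, Hlb218 and Hlb320 mice. Each point is 1 array and the bar gives the mean ± SD of 8, 3 and 3 arrays. The axes do not start at 0. The Hlb218 arrays average 11.89 for *Scd1*, against 13.38 in B6.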

One explanation for differences in the phenotype is the difference in genetic background: *Pla2g12b* knockout mice are on a mixed B6/129/FVB genetic background, while Hlb218 mice are on a uniform B6 background. Another explanation is the difference in genetic alternation of *Pla2g12b*: the knockout completely lacks expression of the functional gene, while our mutant has normal gene expression with an amino acid change in the protein.

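*Pla2g12b*, which encodes a secreted phospholipase A2 without catalytic activity, had a log2 signal of 10.00 ± 0.07 (SD, n = 3) in Hlb218 and 9.78 ± 0.11 (SD, n = 8) in B6 livers. It was 1.17-fold higher in Hlb218, a log2 fold change of 0.22 (SE 0.08, adjusted p = 0.673 from limma). Every Hlb218 array, at 9.93, 10.01 and 10.06, lay above every B6 array (exact permutation test, two-sided p = 0.00606). From replicate 1 to 8 the B6 arrays read 9.70, 9.92, 9.77, 9.85, 9.76, 9.77, 9.59 and 9.87. In Hlb320 the signal was 9.74 ± 0.14 (SD, n = 3), a log2 fold change of −0.04 against B6 (adjusted p = 0.93 from limma). Of 11 listed genes of the secreted phospholipase A2 family 4 were measured, too few to test as a set, and 0 of them changed in either line in limma, with 1 at an unadjusted p under 0.05 in Hlb218, *Pla2g12b* itself.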

The precise mechanism and the mode of the effect (direct or indirect) by which *Pla2g12b* dysfunction affects serum lipid levels and leads to hepatic steatosis must still be elucidated. Hypolipidemia and hepatic steatosis are maladaptive and can result from the following: 1) an increased lipid supply inside the liver (increased endogenous synthesis of cholesterol and fatty acid accompanied by an inability to efflux synthesized lipid out of the liver); 2) reduced utilization by the liver (β-oxidation mitochondria); 3) reduced clearance of lipids from the liver (apoliporotein B packaging/secretion or the hepatobilliary pathway); 4) an increased lipid supply to the liver (influx of lipids from peripheral tissues/increased catabolism of lipids by the liver); or 5) changes in several other pathways (modification of lipoprotein particles in serum, uptake of lipoprotein particles by the liver, phosphatidylcholine biosynthesis or secretion, acceptance/storage of lipids in adipose tissue, discharge of bile into intestine, targeting of chylomicrons or functionality of chylomicrons released by the intestine, absorbance of lipids in the intestine, or insulin resistance) [30], [31], [32], [33], [34]. Liver gene expression data in *Pla2g12b* knockout mice and our Hlb218 mutant mice suggest that the first two possibilities (increased endogenous synthesis of cholesterol and fatty acid and changes in β-oxidation in mitochondria) are unlikely causes of abnormal lipid metabolism. 

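In Hlb218 livers genes of fatty acid and triglyceride synthesis were lower as a set with camera at its preset correlation but not with an estimated correlation, and most of them did not pass alone. Those of cholesterol synthesis and of β-oxidation did not pass as sets in either direction. Of 21 measured genes of fatty acid and triglyceride synthesis 3 were lower (*Scd1*, *Fads1* and *Fads2*, all desaturases) and 0 higher, or 4 lower and 1 higher when adjusted over the list alone. The list's median log2 fold change was −0.19 (adjusted p = 6.2e-05 from camera, adjusted p = 0.053 with an estimated correlation). Of its other genes, *Elovl5*, an elongase of polyunsaturated fatty acids, had a log2 fold change of −0.60 (SE 0.11, adjusted p = 0.068 from limma). None of 24 measured genes of cholesterol synthesis changed in limma, 0 when adjusted over the list alone, with 1 higher and 3 lower at an unadjusted p under 0.05, and their median was 0.02 while their mean and camera pointed down (adjusted p = 0.571). None of 26 measured genes of β-oxidation, its regulator PPARα and PPARα targets changed in limma, 0 when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 1 lower. Their median was 0.01 and camera again pointed down (adjusted p = 0.684). For the Hlb218 lists chance is not excluded: 9 of 100 groupings of the arrays, the real 1 included, gave at least the real count of 7 passing lists. Some sets of markers of other cells were higher in the same livers with camera at its preset correlation, but not with an estimated correlation. Of 15 measured markers of Kupffer cells, the macrophages of the liver, none passed in limma (8 were higher at an unadjusted p under 0.05), but as a set they were higher, with a median of 0.25 (adjusted p = 8.8e-06, adjusted p = 0.075 with an estimated correlation). Those of neutrophils were also higher (7 measured, median 0.10, adjusted p = 0.0029, adjusted p = 0.053 with an estimated correlation), as were those of hepatic stellate cells (12 measured, median 0.18, adjusted p = 0.014, adjusted p = 0.39 with an estimated correlation). Without Hlb218 replicate 3 the cholesterol synthesis genes were lower as a set (median −0.12, adjusted p = 3.7e-04). From the expression data of the knockout and of Hlb218, the paper proposes that increased synthesis of cholesterol and fatty acids and changes in mitochondrial β-oxidation are unlikely causes of the abnormal lipid levels.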

The remaining above-mentioned pathways are still plausible explanations for hypolipidemia and hepatic steatosis, but considering the data by Guan et al, abnormal VLDL secretion seems to be a likely mechanism. To further prove that, in the absence of a functional sPLA2GXIIB, VLDL secretion from liver is dysfunctional, experimental results must show that 1) lower serum APOB100 and increased liver APOB levels are not caused by increased clearance of VLDL and LDL particles from serum by the liver; 2) lipid content of APOB48 containing lipoprotein particles remains unchanged; and 3) the lipid loading capacity of chylomicrons in the intestine is not affected by feedback from excess lipid in the liver. Further studies are needed to properly describe the role of *Pla2g12b* in lipid and lipoprotein particle metabolism and to dissect the responsible mechanism. Several other members of secreted PLA2 have already been found to play a role in cholesterol metabolism and atherosclerosis, and sPLA2GXIIB may be one of the missing links [35]. Both *Pla2g12b* knockout and the Hlb218 mutant are valuable tools in the further study of this gene and will be useful in dissecting how protein regulates lipids and lipoproteins in serum and liver.

The causal mutation in Hlb320 leads to a 24% decrease in HDL cholesterol and was identified as a change from a T into C in the second base pair in the 3′ splice site of exon 8 of *Hpn*. Hlb320 mice have a 7-fold lower *Hpn* mRNA expression. Lack of obvious alternative splice variant in the northern blot analysis and presence of a band of similar size but lower intensity in Hlb320 suggest that the mutation leads to either 1) an alternative splice variant of a size similar to the size of the B6 splice variant that is degraded either through a nonsense-mediated decay or no-go decay but cannot be easily identified as an alternative splice variant due to resolution of the northern blot; or 2) a reduced splicing rate. Although nonsense-mediated decay or no-go decay remain possible explanations for lower mRNA level, Aebi, et al showed that the T-C mutation at intron position +2 results in a correctly spliced product but at a reduced rate, which suggests that a reduced splicing rate is the likely mechanism to explain lower *Hpn* mRNA in Hlb320 [36]. *Hpn* encodes hepsin — a type II transmembrane serine protease expressed mainly on the surface of hepatocytes whose extracellular part has serine protease domain and a poorly conserved scavenger receptor cysteine-rich domain [37], [38], [39], [40]. Biochemical and in vitro studies have shown that hepsin participates in proteolytic digestion, initiation of blood coagulation, cell growth, and tissue remodeling. Its inhibition leads to growth arrest and changes in morphology, and its overexpression is associated with cancer [25], [41]. Previously published work did not test whether *Hpn* affects the serum lipid profile, and in the current study we show that a mutation in *Hpn* leads to low total cholesterol, HDL cholesterol, and triglyceride levels, suggesting a novel function of this gene in lipid metabolism.

Low lipid levels in Hlb320 mice did not lead to accumulation of fat in the liver and did not change the size of atherosclerotic lesions but did significantly affect liver metabolism as shown by differentially expressed genes. While genes coding for enzymes participating in glycolysis, glucose transport, lipogenesis, and formation of ketone bodies (*Gck*, *Foxa3, Acaca,* and *Bdh2*) were downregulated, genes coding for enzymes participating in β–oxidation, breakdown of triglycerides, urea cycle, synthesis of vitamin C, and reactive oxygen species elimination (*Acot8, Lpl, Rhbg, Asns, Gstm, Gulo, Gale, Cyp1a2,* and *Ucp2*) were upregulated [42], [43], [44], [45], [46], [47], [48], [49], [50], [51], [52]. 

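*Foxa3*, *Bdh2*, *Acaca* and *Gck* fell in Hlb320 livers. *Foxa3*, a transcription factor that acts on glucose transporter genes, was 1.96-fold lower, at 10.94 ± 0.21 (SD, n = 3) against 11.92 ± 0.18 (SD, n = 8) in B6 (log2 fold change −0.97, SE 0.11, adjusted p = 1.8e-04 from limma). *Bdh2*, a hydroxybutyrate dehydrogenase gene, was 2.03-fold lower (adjusted p = 5.4e-05), *Acaca*, the gene of acetyl-CoA carboxylase, 1.66-fold lower (9.1e-04) and *Gck*, the gene of glucokinase, 1.91-fold lower (0.020). Of the genes that rose, the glutathione S-transferase genes *Gstm2* and *Gstm3* were 2.69-fold (adjusted p = 4.6e-04) and 1.85-fold higher (0.0021), and *Ucp2* was 1.79-fold higher (0.0027). *Rhbg*, an ammonia transporter gene, was 1.74-fold higher (adjusted p = 0.0053), *Lpl*, the gene of lipoprotein lipase, 1.69-fold (0.017), *Gulo*, the last enzyme of vitamin C synthesis, 1.46-fold (7.6e-04), *Cyp1a2*, a cytochrome P450 gene, 1.39-fold (0.011) and *Acot8*, a peroxisomal thioesterase gene, 1.31-fold (0.029) and 1.41-fold at its other probe (0.0083). The other probe of *Gstm3* did not pass (log2 fold change 0.16, adjusted p = 0.78). *Asns*, the gene of asparagine synthetase, was above background on 2 of 3 Hlb320 and 0 of 8 B6 arrays, so that it was at least 1.18-fold higher (adjusted p = 0.017). *Gale*, the gene of UDP-galactose epimerase, had a log2 fold change of 0.39 (SE 0.18, adjusted p = 0.43) at its brightest probe and 0.71 (SE 0.14, adjusted p = 0.017) at another. By list, 2 of 11 measured genes of the urea cycle and ammonia handling were higher, *Rhbg* and *Asns* (3 when adjusted over the list alone; 3 of the 11 come from Table 2), and 1 of 6 genes of ketone bodies was lower, *Bdh2*, also when adjusted over the list alone. Neither list differed from the other genes (camera adjusted p = 0.106 and 0.32). Vitamin C synthesis genes were higher as a set with camera, 1 of 5 measured passing (*Gulo*, also when adjusted over the list alone; 2 of the 5 come from Table 2), with a median of 0.21 (adjusted p = 0.010, adjusted p = 0.074 with an estimated correlation). At the brightest probes, without Hlb320 replicates 1, 2 and 3 in turn, the call was lost for *Gck* (adjusted p = 0.084, 0.12 and 0.062) and *Acot8* (0.21, 0.070 and 0.092, and 0.058 and 0.051 without B6 replicates 1 and 4), for *Lpl* without replicate 1 (0.096) or 3 (0.091), for *Asns* without 2 (0.090) or 3 (0.095) and for *Cyp1a2* without 1 (0.099). There median scaling kept every direction but ended all of these calls except that of *Ucp2* (adjusted p from 0.065 for *Rhbg* to 0.87 for *Gulo*, *Cyp1a2* and *Acot8*), and the calls of *Acot8* and *Lpl* were also lost with some choices of 6 B6 arrays (0.066 and 0.0505) and that of *Acot8* in a fit of the 2 strains alone (0.0501). The call of *Ucp2* was itself lost in 1 of 27 alternatives.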

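In Hlb320 livers *Fitm1*, which encodes a protein of lipid droplet formation, was 1.88-fold higher than in B6, at a log2 signal of 8.19 ± 0.37 (SD, n = 3) against 7.28 ± 0.14 (SD, n = 8) (log2 fold change 0.91, SE 0.14, adjusted p = 0.0022 from limma). *Rdh9*, a retinol dehydrogenase gene, was 1.66-fold higher (adjusted p = 0.0038), *Elovl3*, a fatty acid elongase gene, 1.73-fold (0.020) and *Mvk*, the gene of mevalonate kinase in cholesterol synthesis, 1.56-fold (0.031). *Insig2*, which encodes a protein that holds back SREBP processing, had a log2 fold change of 0.56 (SE 0.16, adjusted p = 0.106) at its brightest probe, 1.23 (SE 0.19, adjusted p = 0.0030) at probe 3840603 and 0.48 (SE 0.22, adjusted p = 0.44) at probe 6450451. *Saa1*, the gene of the acute phase protein serum amyloid A, was at 11.61 ± 1.06 (SD, n = 3) against 10.31 ± 0.46 (SD, n = 8), a log2 fold change of 1.30 (SE 0.33, adjusted p = 0.066 from limma). The genes of cholesterol synthesis were higher as a set with camera at its preset correlation but not with an estimated correlation: of 24 measured, 1 was higher at its brightest probe (*Mvk*) and 0 lower, and 13 were higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 0.46 (adjusted p = 2.2e-08 from camera, adjusted p = 0.14 with an estimated correlation), and 2 of the 24 come from Table 2. *Hmgcs1* at 0.83 (SE 0.30), *Fdps* at 0.74 (SE 0.25), *Sqle* at 0.62 (SE 0.24) and *Hmgcr* at −0.15 (SE 0.18) did not pass at their brightest probes, while *Sqle* passed at probe 940092 (0.82, SE 0.19, adjusted p = 0.038) and *Insig2*, also of this list, at the probe named above. Of 15 measured lipid droplet genes 2 were higher, *Fitm1* and *Rdh9*, both picked from Table 2, and 0 lower, also when adjusted over the list alone. The droplet genes were higher as a set with camera (adjusted p = 0.0016, adjusted p = 0.14 with an estimated correlation), with a median of 0.13, or −0.03 under median scaling, where the set was still higher than the other genes. Calls were lost for *Elovl3* without each Hlb320 array (adjusted p = 0.083, 0.063 and 0.10) and for *Mvk* without Hlb320 replicate 1 (0.26) or 2 (0.16), B6 replicate 1 (0.055) or 4 (0.0515), under cyclic loess (0.052) or with some choices of 6 B6 arrays (0.071), and median scaling ended the calls of *Fitm1*, *Rdh9*, *Elovl3* and *Mvk* (0.39, 0.87, 0.87 and 0.65). *Saa1* passed without Hlb320 replicate 1 (log2 fold change 1.90, adjusted p = 0.0023) or B6 replicate 5 (0.026), over probes above background on all 14 arrays (0.049), with array weights (0.022) or with some choices of 6 B6 arrays (0.029).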

Interestingly, *Elovl3*, *Insig2*, *Mvk*, *Fitm1*, *Rdh9*, *and Saa1* were also upregulated, suggesting increased cholesterol synthesis and cytosolic lipid droplet formation [53], [54], [55], [56], [57], [58]. 

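Among 32 measured genes of lipoprotein particle metabolism in Hlb320 livers, 1 was higher than in B6, *Lpl*, and 0 were lower; adjusted over the list alone, 3 were higher and 1 lower. These genes did not differ from the others as a set (median log2 fold change 0.03, adjusted p = 0.378 from camera), and 3 of the 32 come from Table 2. *Apoa1*, the main protein of HDL, had a log2 fold change of −0.11 (SE 0.10, adjusted p = 0.81 from limma), *Apob*, the protein of VLDL and LDL, −0.06 (SE 0.12, adjusted p = 0.91), and *Apom*, a minor protein of HDL, −0.36 (SE 0.10, adjusted p = 0.13). *Pltp*, the gene of the phospholipid transfer protein, had a log2 fold change of 0.29 (SE 0.16, adjusted p = 0.58) at its brightest probe and 0.55 (SE 0.10, adjusted p = 0.0083) at probe 4050139, which was above background on 7 of 8 B6 arrays. *Saa2*, which encodes a second serum amyloid A, had a log2 fold change of 0.82 (SE 0.25, adjusted p = 0.15 from limma).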

Notably, genes involved in lipoprotein particle metabolism (other than *Saa1*) were not differentially expressed and serum APOA1 protein levels were not significantly different, suggesting that lipoprotein particles are not the cause of the abnormal lipid level phenotype (Table 2).

*Hpn* knockout mice, created by Wu et al, and Hlb320 mice showed similar phenotypes. Both *Hpn* knockout and Hlb320 mice are viable and fertile, have increased concentration of serum total nonspecific alkaline phosphatase, and decreased hearing ability [25], [26]. Unlike *Hpn* knockout mice, however, Hlb320 mice showed no difference in thyroxine levels (data not shown). While Wu et al reported no differences in growth and size, we observed Hlb320 pups to be smaller than B6 control mice. Some of the differences between the knockout and our mutant might be due to the difference in genetic background (*Hpn* knockout mice are on a mixed B6/129 genetic background, while Hlb320 mice are on a uniform B6 background) or due to a difference in the level of expression (the knockout completely lacks expression of the functional gene while our mutant has reduced expression).

The mechanism by which hepsin affects serum lipid levels remains to be studied. Since serum analysis showed low lipid levels with no increase in lipid accumulation in liver or aorta, we speculate that lipids from serum and synthesized in the liver must be utilized by hepatocytes for energy and necessary metabolites (bile acids, hormones, etc). Increased β-oxidation, detoxification through the glutathione-ascorbate cycle, and urine formation and decreased glycolysis and lipogenesis, as shown in our microarray analysis, supports the hypothesis that lipolysis and higher energy expenditure through β-oxidation of triglycerides are taking place in hepatocytes. Such changes in metabolism of the liver can be triggered by excessive exercise, lack of food intake (starvation), or abnormal hormonal signaling (epinephrine, norepinephrine, glucagon, growth hormone, testosterone). 

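With camera at its preset correlation, 1 list of β-oxidation genes and PPARα targets and 1 of glutathione and oxidant defence were higher as sets in Hlb320 livers. Genes of glycolysis were lower as a set. The medians of the first 2 sets turn negative under median scaling, which also moves the median log2 fold change of all tested probes from 0.002 to −0.086. None of the 3 sets passed with an estimated correlation, and most of their genes did not pass alone. Of 26 measured genes of β-oxidation, its regulator PPARα and PPARα targets, 3 were higher and 0 lower, also when adjusted over the list alone. The 3 were *Ucp2*, an uncoupling protein gene that is also in the glutathione list, *Acot8*, a peroxisomal thioesterase gene, and *Acox1*, the first enzyme of peroxisomal β-oxidation. Their median log2 fold change was 0.11 (adjusted p = 0.0016 from camera, adjusted p = 0.12 with an estimated correlation), or −0.04 under median scaling, where camera still gave the set as higher than the other genes. Of 29 measured genes of glutathione and oxidant defence 4 were higher (*Gstm2*, *Gstm3*, *Ucp2* and *Gsta2*) and 1 lower (*Gss*, the gene of glutathione synthetase), or 10 higher and 1 lower when adjusted over the list alone. Their median was 0.15 (adjusted p = 4.2e-05, adjusted p = 0.062 with an estimated correlation), or −0.04 under median scaling, again with the set still higher. *Acox1* had a log2 fold change of 0.45 (SE 0.10, adjusted p = 0.036 from limma), *Gsta2*, a glutathione S-transferase gene, 0.87 (SE 0.20, adjusted p = 0.038) and *Gss* −0.44 (SE 0.08, adjusted p = 0.0083). Of 18 measured genes of glycolysis and glucose uptake 2 were lower (*Gck* and *Foxa3*) and 0 higher, or 5 lower when adjusted over the list alone; their median was −0.04 (adjusted p = 0.011, adjusted p = 0.12 with an estimated correlation). Genes of fatty acid and triglyceride synthesis did not differ from the others as a set: of 21 measured, 1 was lower (*Acaca*) and 1 higher (*Elovl3*), or 4 lower and 2 higher when adjusted over the list alone, with a median of −0.06 (adjusted p = 0.105). *Scd1* had a log2 fold change of −1.05 in Hlb320 (SE 0.25, adjusted p = 0.0501 from limma), and passed without B6 replicate 2 (0.0489), 3 (0.0476) or 5 (0.0194), over probes above background on all 14 arrays (0.0377) or at a detection p under 0.01 (0.0401), with a trend in the variance (0.0465), array weights (0.0179) or the replicate block (0.0325), and with some choices of 6 B6 arrays (0.0146 and 0.0403 at the lowest and highest value). Table 2 supplied 2 genes each to the lists of β-oxidation, glycolysis and fatty acid synthesis and 5 to that of glutathione, so their counts are not independent evidence of a direction. Some sets of markers of other cells were also higher in these livers with camera at its preset correlation, but not with an estimated correlation. Those of Kupffer cells were higher as a set (15 measured, none passing in limma and 3 higher at an unadjusted p under 0.05, median 0.12, adjusted p = 0.0084, adjusted p = 0.17 with an estimated correlation). So were those of hepatic stellate cells (12 measured, *Lgals1* higher and *Rbp1* lower, median 0.22, adjusted p = 0.0016, adjusted p = 0.14 with an estimated correlation), T and NK cells (7 measured, *Zap70* higher, median 0.10, adjusted p = 0.010, adjusted p = 0.078 with an estimated correlation) and gallbladder and gut epithelium (7 measured, *Ly6d* higher, median 0.08, adjusted p = 0.029, adjusted p = 0.12 with an estimated correlation). Without Hlb320 replicate 3 the calls of the β-oxidation list (median 0.04, adjusted p = 0.20), the glycolysis list (0.04, 0.075) and the Kupffer cell markers (0.20, 0.14) were lost, and the fatty acid synthesis list passed as lower (−0.14, 0.040). From the direction of these pathways, the paper proposes that triglycerides are broken down and oxidized for energy in hepatocytes of Hlb320 mice.

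**Figure D3:**
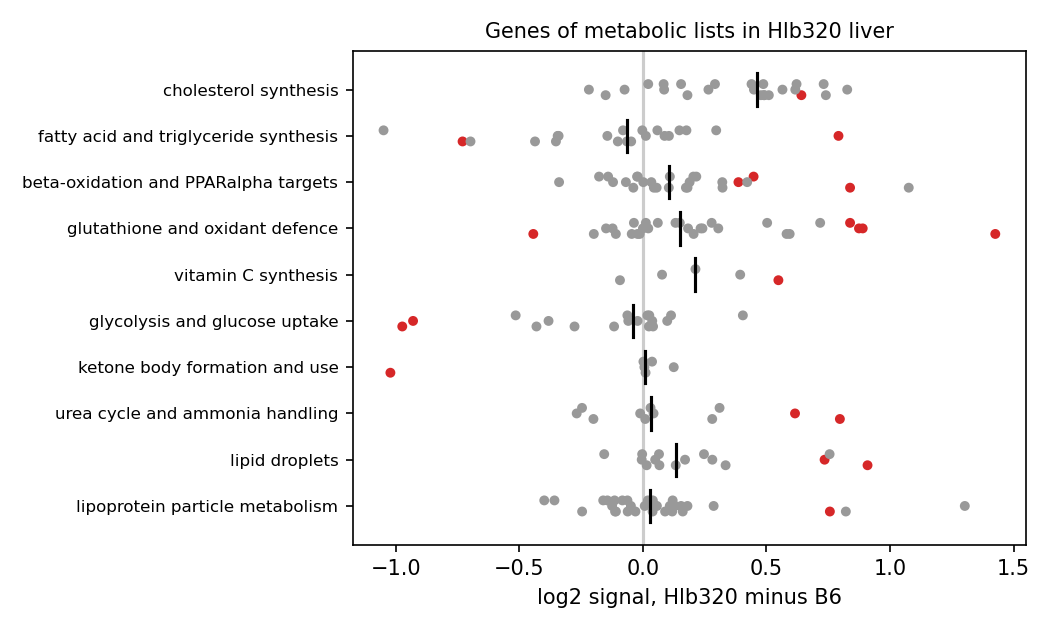
Log2 signal of Hlb320 minus B6 for the measured genes of 10 metabolic gene lists. Each point is 1 gene, red where its adjusted p is under 0.05 and grey otherwise, and the black bar is the median of the list. The median of the cholesterol synthesis genes lies at 0.46. That of the β-oxidation genes and PPARα targets lies at 0.11, which median scaling moves to −0.04. That scaling moves the median of all tested probes to −0.086, and camera still gave the β-oxidation set as higher.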

One possibility is that the cleavage target of hepsin affects one of the above processes. Hepsin has been shown to cleave pro-hepatocyte growth factor (pro-HGF), coagulation factor VII, laminin 332 pro-urokinase plasminogen (pro-UPA), pro-macrophage-stimulating protein (pro-MSP), the extracellular domain of the epidermal growth factor receptor, and prostasin [59], [60], [61]. Hepsin is one of the 3 most efficient proteases known to cleave pro-HGF [62]. Hepatocyte growth factor (HGF, mature form of pro-HGF) is a molecule that not only has been shown to play a role in embryonic development, migration, morphogenesis, regeneration, cell survival in various tissues, and diseases including cancer, but has also been recently shown to govern hepatic glucose metabolism through an HGF-cMet-Insulin receptor hybrid [62], [63]. This latest finding makes HGF a good candidate for explaining a potential mechanism that leads to abnormal lipid levels in our Hlb320 mutant. If hepsin cleaves pro-HGF into mature HGF, then lack of or lower expression of hepsin would lead to lower circulation of mature HGF and less glucose absorbance by hepatocytes. Shortage of glucose in the liver would lead to utilization of lipids and proteins as an energy source, which would dramatically change metabolism. Interestingly, HGF has also been shown to stimulate receptor kinase activity in both osteoclasts and osteoblasts, which could be a potential explanation for elevated bone ALP, and mutations in HGF have been shown to lead to hearing loss [64], [65]. The HGF-cMet system is already a target for the development of clinical therapeutics for many diseases, including cancer [66]. Mouse models like our Hlb320 mutant and the *Hpn* knockout will be useful in dissecting the mechanism of HGF regulation and its effect on lipid metabolism and in better understanding potential side effects of current drugs targeting HGF.

To summarize, we demonstrated that genetic mapping of an ENU mutant with a closely related inbred strain is an efficient method to identify genes involved in the phenotype under investigation when combined with identification of expression and coding differences in the mapped interval using microarray and high-throughput RNA sequencing. We identified novel mutations in *Pla2g12b* and *Hpn* that affect serum HDL cholesterol levels as well as other lipid levels. These new mouse models will be useful in the further dissection of the pathways leading to differences in cholesterol levels and metabolic disease.

How the deposited data were processed for this re-analysis (not part of the article)

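The arrays measured liver RNA of 3 Hlb218, 3 Hlb320 and 8 B6 male mice on Illumina Mouse-6 BeadChips, 1 array per mouse. The authors deposited 1 table with a mean bead intensity per probe and array, read by BeadStudio 3.0.19.0, on a linear scale and without normalization between arrays. The table holds 45869 rows and 14 array columns, and all 14 were matched to a strain and a replicate number by their names. Of these rows, 24 fell into 7 sets of identical values, and 17 were dropped so that each set counted once, which left 45852 probes. The table gives neither detection p-values nor the BeadChip of an array.

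Probes were named through RefSeq accessions (22534 probes), symbols (4992) or synonyms (5489); 12837 had no match and kept the symbol of the table, and 1718 of all probes have none. An empirical detection p was computed per array as the share of 1239 chemoreceptor probes with at least the same intensity. The mean intensity per array ranged from 210.5 to 355.6 in B6, from 207.8 to 341.2 in Hlb218 and from 205.7 to 295.2 in Hlb320, and the median of the chemoreceptor probes from 52.7 to 71.2, 59.3 to 64.8 and 56.9 to 65.0. Signal over this background limits what can be measured, so the 16472 probes with a detection p under 0.05 on at least 3 arrays were tested. For a gene that was not above background on any array of a group, only a lower bound of the fold change is given.

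Intensities were log2-transformed and quantile-normalized. A linear model with 1 mean per strain was fitted to all 14 arrays (limma 3.58.1, R 4.3.3), with moderated variances and Benjamini-Hochberg adjustment over the tested probes at a threshold of 0.05. For the mapped intervals, p-values were corrected by the Bonferroni method over the tested probes of Chr 7 or Chr 10. Normalized values of the genes in the intervals were compared by exact permutation tests. The direct comparison of Hlb320 with Hlb218 came from the same fit. Gene lists were tested with camera in limma at a preset correlation of 0.01, on 12525 genes with 1 probe each, the brightest tested probe, and adjusted over the lists of a comparison. There were 47 lists of pathways, cell types and tissues, of which 43 had at least 5 measured members, and 20 passed in Hlb320 against B6, 7 in Hlb218 against B6 and 12 in Hlb320 against Hlb218. With an estimated correlation (statmod 1.5.0 was also loaded) 4, 0 and 10 passed, and with fry, which tests whether the genes of a list move 1 way on balance, 19, 5 and 9.

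The comparisons, lists and rule for named genes were fixed before the data were examined, but after Table 2 of the paper had been read, and some lists hold genes taken from it. Named are the genes that the paper's text names for liver expression, the 10 tested probes with the largest rise and the 10 with the largest fall among those that passed with all arrays of a line on 1 side of the B6 arrays, and all genes called in Hlb218.

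The steps were tested on simulated data with the spread of the real residuals. With 200 shifted probes, 173 and 176 probes were called in Hlb320 and Hlb218 against B6, of which 8 and 6 were false, and 0 of 30 lists without a shift were called in either comparison. The simulated noise was independent between probes, and these lists were drawn at random. Correlation between genes was thus not simulated, and the 0 does not give the rate of false list calls in the real data. In other groupings of the real Hlb320 and B6 arrays a median of 3 lists passed, and at most 15.

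Alternatives were median scaling, cyclic loess, no filter, a filter on all 14 arrays or at a detection p under 0.01, a trend in the prior variance, array weights, the replicate number as a block, a fit of 2 strains alone, Storey q-values, permuted residuals (100 permutations), all choices of 6 of the 8 B6 arrays, and the omission of each array in turn. For the lists they were an estimated correlation, fry and the mean over probes. After the data had been examined, background correction with the chemoreceptor probes as negative controls (neqc with an offset of 16), the leading axis of the B6 arrays as a covariate and, for the lists, median scaling, cyclic loess and the replicate block were added. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The RNA sequencing, Northern blots, lipid measurements and histology of the paper were left out because the deposited table does not cover them.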

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

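The tests of time of day, Wnt targets, the non-H2 members of the antigen presentation list, the chromosome 17 segment and *Hamp* without B6 replicate 4 were chosen after the result was seen.

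Genes of hepatocytes near the central vein were higher and genes of hepatocytes near the portal tract lower in Hlb320 than in B6 livers, in lists that the paper does not analyse: 13 of 36 measured pericentral genes rose and 0 fell (median log2 fold change 0.26, adjusted p = 4.8e-18, adjusted p = 1.8e-05 with an estimated correlation), and 10 of 38 periportal genes fell and 0 rose (median −0.28, adjusted p = 1.3e-10, adjusted p = 0.017 with an estimated correlation). Genes from Table 2, 9 and 8 of the members, are not the whole cause, since without them both lists kept their direction, the larger camera p being 0.00134 (unadjusted, and 0.052 with an estimated correlation for the periportal list), nor is array scaling, with a largest adjusted p of 4.4e-08 under median scaling and cyclic loess. Another time of day at collection stays open: 0 of 8 clock genes passed in limma, but *Per2* had a log2 fold change of −0.63 (adjusted p = 0.11), and the paper gives the same hours of food deprivation for all males. A biological hypothesis is that Wnt signalling, which sets the pericentral program, may be higher in Hlb320, where 5 Wnt targets had a median log2 fold change of 0.34; these genes are also members of the pericentral list and so no independent evidence. The strain difference itself, through *Hpn* or another change in the line, cannot be separated by these arrays.

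Antigen presentation genes were lower in Hlb320 (median log2 fold change −0.21 over 21 measured genes, 6 lower and 0 higher, adjusted p = 1.4e-15, adjusted p = 0.022 with an estimated correlation; 5 of the 21 come from Table 2), and the 6 were H2 genes, *H2-Q8*, *H2-Q6*, *H2-L*, *H2-Q7*, *H2-D1* and *H2-Q5*. The whole list did not fall as far as the H2 genes: its 8 members outside the H2 family had a median of −0.17 (−0.30 to 0.09) and none passed in limma, against −0.63 over 13 H2 genes. A smaller fall shared by the whole list stays open. Probes that read 1 shared transcript stay possible: the H2 probes fell into 8 groups joined at 40 or more identical bases, and although 3 or more groups had been set beforehand to exclude this, that bound was wrong, because probes at different places of 1 transcript share no bases. A chromosome 17 segment that differs from B6 also stays open, since 0 of 109 other probes between the outermost H2 genes passed, against 1.23% of all other named probes (Fisher's exact one-sided p = 1), but no probe of the genes between the called H2 genes was tested. Lower transcription of these genes in Hlb320 remains untested as a biological explanation.

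The 10 probes called in Hlb218 could come from differences among the arrays and not from the strain. The leading axis of the B6 arrays, with 41.5% of their variance, is not the whole cause, since all 10 passed with the axis as a covariate. A high hepcidin value in B6 replicate 4 is not the whole cause of the fall of *Hamp*, whose log2 fold change was −1.74 without it. Other differences between the arrays stay open. Leaving out Hlb218 replicate 1 or 2 left 0 probes, but a fit with fewer arrays also calls fewer, so the lost calls cannot decide this. All 10 probes kept their direction under every alternative. Log2 fold changes ranged from −1.67 to −1.26 for *Scd1*, from −2.11 to −1.41 for *Hamp* and from 0.58 to 0.86 for *Mfge8*. No biological explanation was tested.

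Other groupings of the arrays were tried, 100 per comparison with B6. For Hlb320 against B6, 3 of 100 groupings, the real 1 included, reached the real count of 206 probes, a share under 0.05. The highest other count was 502, which points to a structure among the arrays, so the share alone does not exclude chance. On Chr 7 the real count of 8 was reached by 1 of 100, the highest other being 4. The real count of 20 lists was also reached by 1 of 100, the highest other being 15, so no other grouping tried gave as many in either. The shares were not corrected for the number of counts compared. For Hlb218 against B6, 3 of 100 reached the real count of 10 probes, a share under 0.05. The highest other count was 1051, again a structure among the arrays, so chance is not excluded for these probes either. On Chr 10 all 100 reached the real count of 0 (highest other 10), and the real count of 7 lists was reached by 9 of 100 (highest other 11), so chance cannot be excluded for the Hlb218 lists. Hlb320 and Hlb218 allow 10 splits, too few for a share under 0.05; the real count was 56, reached by 1 split, the real 1, and the highest other 0.

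Coagulation factor genes, whose liver expression the paper does not report, were lower as a set in Hlb320 (18 measured, 0 passing alone in limma and 5 lower at an unadjusted p under 0.05, 3 lower when adjusted over the list alone, median log2 fold change −0.16, adjusted p = 1.9e-04, adjusted p = 0.038 with an estimated correlation).

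Hlb320 and Hlb218 differed from each other at 56 probes, 23 higher and 33 lower in Hlb320, in a direct test between the lines. Lower in Hlb320 were *Hpn* at both probes (log2 difference −2.82 and −2.03), *Cib3* (−2.12), *H2-Q8* (−1.95), *Serpina12* (−1.71), *Slc3a1* (−1.65), *H2-Q6* (−1.49), *Bdh2* (−1.01) and *Foxa3* (−0.67). Higher in Hlb320 were *Mfsd2a* (2.45), *LOC194586* (2.36), *Lhpp* (1.36), *Gstm2* (1.17 at 1 probe), *Ly6d* (1.13), *Slc1a2* (1.12), *LOC384677* (1.11), *Fads2* (0.96 and 0.97), *Insig2* (0.93), *Fads1* (0.71), *Cyp1a2* (0.54) and *Gulo* (0.53). Single B6 arrays lay apart from the others for *Ly6d* (6.03 in replicate 7) and *H2-Q6* (8.45 in replicate 2); these are 2 of 54 probes looked at, and chance gives about 1 in 20.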

How the results depend on the processing

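Background correction with chemoreceptor probes, the B6 axis and, for lists, scaling and the replicate block were chosen after the data had been examined. *Hpn* in Hlb320 stayed lower and past the threshold under all alternatives (Hpn log2 fold change in Hlb320 −3.23 to −2.75; −2.86 to −2.76 with 1 array left out), *Pla2g12b* in Hlb218 stayed short of it (0.18 to 0.26), and 0 probes passed on Chr 10 in each. The 206 Hlb320 probes changed against B6 became 24 under median scaling, 71 with the replicate block, 116 as the lowest with 6 of 8 B6 arrays, 373 with the B6 axis and 82 to 231 with 1 array left out. The 10 Hlb218 probes became 0 under median scaling, 3 with no filter, 18 with array weights, 1 with the replicate block, 2 with chemoreceptor background correction, 0 with 6 of 8 B6 arrays and 0 to 13 with 1 array left out. The 56 probes between the lines became 9 under median scaling (1 higher, 8 lower), 131 with the B6 axis and 29 to 63 with 1 array left out. On Chr 7 the 8 probes became 4 under median scaling, 5 with the replicate block, 26 with Benjamini-Hochberg adjustment and 6 to 10 with 1 array left out. *Hamp* in Hlb320 missed the threshold at −1.57 under median scaling, −1.39 under cyclic loess, −1.40 with no filter, −1.24 with the replicate block, −1.42 with chemoreceptor background correction and −1.19 with 6 of 8 B6 arrays (−1.56 to −1.10 with 1 array left out), and with 1 array left out so did *Hamp2* (Hamp2 log2 fold change in Hlb320 −2.27 to −1.70). The 20 Hlb320 lists became 4 with an estimated correlation and 14 to 21 with 1 array left out, the 7 Hlb218 lists 0 with an estimated correlation, 11 under median scaling, 11 with the replicate block and 6 to 8 with 1 array left out. The cholesterol synthesis list, which did not pass in Hlb218, passed as higher with the replicate block (median 0.088, adjusted p = 0.035). The samples share only a number for this block: 0 of 9 arrays correlate best with their own number in both other strains, and pairs correlate from −0.48 to 0.35. Fewer arrays explain part of the losses with an array left out, and the cause was not tested for the others. Of 106 other results, median scaling weakened 30, the replicate block 23 (3 stronger, 1 reversed), cyclic loess 3 and chemoreceptor correction 10. All 24 probes called under median scaling and 176 of 183 under cyclic loess were among the 206. A block for the BeadChip and neqc with detection p-values were not run, since the table gives neither. Signal over background limits dim genes to bounds.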

Differences from the paper's values

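The settings named in this part were fixed before the data were examined unless it is said that they were chosen after seeing the values.

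A fold change is counted as different from the paper's when its sign is opposite, or when the larger is more than 1.5 times the smaller and their log2 distance exceeds the larger SD of both strains; a count is different when it is off by more than 1.5 times. A value counted as not different can therefore still lie far from the paper's.

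The paper's count of genes differentially expressed in Hlb320, at q under 0.05 and by its text on other chromosomes than Chr 7, is 106, although Table 2 also lists genes of Chr 7; the count at an adjusted p under 0.05 over all chromosomes was 189. It was not counted as different when only Hlb320 and B6 were compared (144), without Hlb320 replicate 1 (79), 2 (75) or 3 (126), without B6 replicate 1 (131), 4 (135) or 8 (149), and at the lowest with 6 of the 8 B6 arrays (104). These counts are of genes differentially expressed. The folds of Table 2 lie close to those from all 8 B6 arrays, so a choice of 6 is not shown to be the reason for the paper's count.

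The paper's Insig2 fold change, Table 2, is 2.34, against 1.48 at the brightest probe. With the replicate block (1.68), without Hlb320 replicate 1 (1.57) and at the highest with 6 of the 8 B6 arrays (1.57) it is not counted as different. Probe 3840603, which is not the brightest, gave 2.34.

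The paper lists *H2-Q6* in 2 entries, and the second H2-Q6 fold change, Table 2, is −1.94, against −3.01 at the brightest probe. Cyclic loess and the weakest with 6 of the 8 B6 arrays are not counted as different. Another *H2-Q6* probe gave −1.94.

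The paper's Smyd1 fold change, Table 2, is −1.58, against 1.01 at the brightest probe. Median scaling (−1.06) is not counted as different. Another probe gave −1.58, but it was not above background on any Hlb320 array, so that only a fall of at least 1.34-fold can be given.

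The paper's Got2 fold change, Table 2, is −1.44, against 1.02 at the brightest probe. Median scaling (−1.09), the fits without Hlb320 replicate 2 or 3 (−1.01 without 3) and the lowest with 6 of the 8 B6 arrays (−1.01) are not counted as different. Probe 103780047 gave −1.44 (adjusted p = 0.027).

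The paper states that no gene was differentially expressed between Hlb218 and B6 livers; 10 probes passed here, 0 under median scaling, without Hlb218 replicate 1 or 2 and at the lowest with 6 of the 8 B6 arrays. The paper states that its genes of the mapped interval on Chr 7 include *Hamp*; under a Bonferroni correction over all of Chr 7, which is wider than the paper's interval, its p was 0.432.

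Of the 106 entries of Table 2, 11 did not pass at the brightest probe and 4 of these at no probe: *Hbb-b1* (log2 fold change 1.80, adjusted p = 0.108), *Hba-a1* (1.86, adjusted p = 0.154), *Saa1* (1.30, adjusted p = 0.066) and *Cyp4a12a* (0.57, adjusted p = 0.058). *Saa1* and *Cyp4a12a* pass over probes above background on all 14 arrays (adjusted p = 0.049 and 0.046), with array weights (0.022 and 0.027) and without B6 replicate 5 (0.026 and 0.0050), *Saa1* also without Hlb320 replicate 1 (0.0023) and *Cyp4a12a* at a detection p under 0.01 (0.049). *Hbb-b1* passes without Hlb218 replicate 3 (0.034) or B6 replicate 3 (0.042) and *Hba-a1* without Hlb218 replicate 3 (0.049). With the B6 axis, chosen after seeing the values, *Saa1* (0.036), *Cyp4a12a* (0.033), *Insig2* (0.032) and *Hbb-b1* (0.048) pass, and *Insig2* also passes with the replicate block (0.030). *Insig2*, *Gale*, *Pltp*, *Pafah2* (0.53 at probe 6510014, adjusted p = 0.010) and *Srxn1* (0.30 at probe 3130195, adjusted p = 0.036) pass at another probe in the direction of Table 2.

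The paper states that genes of lipoprotein particle metabolism other than *Saa1* were not differentially expressed in Hlb320. Of 32 measured here, *Lpl* passed, *Saa1* did not, and *Pltp* passed at a dimmer probe. Table 2 itself lists *Lpl* (1.69) and *Pltp* (1.46) as higher, and the paper's text names *Lpl* under the breakdown of triglycerides. For *Lpl* and *Pltp* the difference is thus one of grouping within the paper.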

Other observations

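The check of shared calls between the lines and the tests of lists under median scaling, cyclic loess and the replicate block were chosen after the data had been examined.

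Hepcidin and iron genes were lower as a set in both lines. In Hlb218, of 24 measured genes 1 fell (*Hamp*) and 0 rose, 3 falling when adjusted over the list alone (median log2 fold change −0.10, adjusted p = 0.0012, adjusted p = 0.053 with an estimated correlation), with *Id1* and *Id3*, targets of BMP signalling, at −0.53 and −0.54. In Hlb320, *Hamp* and *Hamp2* fell and 0 rose, 5 falling when adjusted over the list alone (median −0.06, adjusted p = 0.011, adjusted p = 0.078 with an estimated correlation; 2 of the 24 come from Table 2), with *Id1* and *Id3* at −0.48 and −0.46; none of the 4 values of *Id1* and *Id3* passed. The Hlb218 call was lost without Hlb218 replicate 3 (adjusted p = 0.0507) and the Hlb320 call without Hlb320 replicate 3 (0.070). Acute phase genes were higher as a set in Hlb218 (24 measured, 0 passing alone in limma and 6 higher at an unadjusted p under 0.05, 4 higher when adjusted over the list alone, median 0.16, adjusted p = 8.8e-06, adjusted p = 0.075 with an estimated correlation), with *Lcn2*, which encodes the acute phase protein lipocalin 2, at 1.17 (adjusted p = 0.27). In Hlb320 1 of 24 rose, *Orm2*, the gene of an orosomucoid (1.12, adjusted p = 0.016), and the set was higher (adjusted p = 0.042, adjusted p = 0.30 with an estimated correlation) but not without Hlb320 replicate 2 (0.46) or 3 (0.21), B6 replicate 2 (0.080), 3 (0.088) or 8 (0.056) or Hlb218 replicate 1 (0.055).

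Among hepsin substrates and the HGF and MET genes in Hlb320, *Hpn* fell and so did *Hgfac*, the gene of the HGF activator (log2 fold change −0.72, SE 0.10, adjusted p = 7.8e-04), 2 of 18 measured, while *Met*, the HGF receptor gene, did not pass (adjusted p = 0.98), and the set did not pass (adjusted p = 0.069). Of 19 measured genes of VLDL assembly and secretion 1 fell in Hlb320, *Ces1d*, a carboxylesterase gene (−0.48, SE 0.11, adjusted p = 0.045), and 0 of 19 changed in Hlb218 in limma, with 1 higher and 2 lower at an unadjusted p under 0.05 (adjusted p of the sets 0.118 and 0.463). Lipid droplet genes were lower as a set in Hlb218 (15 measured, 0 passing alone in limma and 4 lower at an unadjusted p under 0.05, median −0.08, adjusted p = 0.020, adjusted p = 0.44 with an estimated correlation, adjusted p = 0.51 with fry), but not without Hlb218 replicate 1 (0.12) or 2 (0.17) or B6 replicate 3 (0.098) or 4 (0.055). They were higher in Hlb320 than in Hlb218 (median 0.42, adjusted p = 1.5e-08, adjusted p = 0.032 with an estimated correlation). Female-biased liver genes were higher as a set in Hlb320 (13 measured, 4 higher and 0 lower, adjusted p = 0.0056, adjusted p = 0.051 with an estimated correlation; 4 of the 13 come from Table 2), namely *Dct*, *Lpl*, *Cyp2a4* and *Cyp2a5*, and male-biased genes were not (20 measured, 2 higher and 2 lower, adjusted p = 0.155). Cell cycle genes were higher (18 measured, *Cdca3*, *Mcm6* and *Cenpm* higher, 0 lower, adjusted p = 0.013, adjusted p = 0.17 with an estimated correlation; 3 of the 18 come from Table 2), and circadian clock genes (14 measured, *Rora* lower, adjusted p = 0.0084, adjusted p = 0.16 with an estimated correlation) and ribosomal protein genes (30 measured, *Rps27* lower, adjusted p = 0.0063, adjusted p = 0.062 with an estimated correlation) were lower.

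Markers of red blood cells did not pass as a set in Hlb320 (14 measured, adjusted p = 0.122 from camera) or Hlb218 (adjusted p = 0.127), and the livers had been perfused. The globin genes *Hbb-b1* and *Hba-a1* had log2 fold changes of 1.80 and 1.86 in Hlb320 and 1.17 and 1.25 in Hlb218, none of which passed. Yet every Hlb320 array lay above every B6 array for both genes. *Hbb-b1* read 12.33 to 12.67 against at most 12.06 in B6, and *Hba-a1* 11.80 to 12.03 against at most 11.41. The Hlb218 values rest on replicate 3, with *Hbb-b1* at 10.80, 11.28 and 13.43 and *Hba-a1* at 10.14, 10.60 and 13.15 on replicates 1 to 3.

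Both lines were compared with the same B6 arrays, which by itself makes their changes alike. The log2 fold changes of both lines had a correlation of 0.47 across probes, against a mean of 0.22 and a highest value of 0.75 in 100 simulations with shared B6 arrays and no strain effect, and 0.25 and 0.39 when each line was compared with its own 4 B6 arrays. *Serpine2* (log2 fold change 0.93 in Hlb320, adjusted p = 0.012), *Ccl21b* (0.51, adjusted p = 0.010) and *Hamp*, 3 genes, were called in both lines in 1 direction. Independent lists of these sizes would share 0.027 higher and 0.035 lower. At most 0 were shared in the simulations and 0 when the B6 arrays were split between the lines. Without a strain effect the simulations leave few calls to share, independent lists ignore the shared B6 arrays, and the split leaves 4 B6 arrays per line. These references therefore cannot decide whether the 3 shared calls come from the lines or from the shared B6 arrays.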
